# Translation in *Bacillus subtilis* is spatially and temporally coordinated during sporulation

**DOI:** 10.1038/s41467-024-51654-6

**Published:** 2024-08-21

**Authors:** Olga Iwańska, Przemysław Latoch, Natalia Kopik, Mariia Kovalenko, Małgorzata Lichocka, Remigiusz Serwa, Agata L. Starosta

**Keywords:** Bacterial development, Ribosome

## Abstract

The transcriptional control of sporulation in *Bacillus subtilis* is reasonably well understood, but its translational control is underexplored. Here, we use RNA-seq, ribosome profiling and fluorescence microscopy to study the translational dynamics of *B. subtilis* sporulation. We identify two events of translation silencing and describe spatiotemporal changes in subcellular localization of ribosomes during sporulation. We investigate the potential regulatory role of ribosomes during sporulation using a strain lacking zinc-independent paralogs of three zinc-dependent ribosomal proteins (L31, L33 and S14). The mutant strain exhibits delayed sporulation, reduced germination efficiency, dysregulated translation of metabolic and sporulation-related genes, and disruptions in translation silencing, particularly in late sporulation.

## Abstract (web summary)

The translational control of sporulation in *Bacillus subtilis* is underexplored. Here, the authors study translational dynamics during sporulation, revealing two translation silencing events as well as potential regulatory roles of the ribosomes.

## Introduction

*Bacillus subtilis* is by far the best understood spore forming bacterium. Spores are mostly metabolically inactive, extremely resistant cells that are formed in response to nutritional stress. In the process of sporulation, *B. subtilis* divides asymmetrically to form two cells with differing morphology and cell fate – a small forespore and a larger mother cell. This process is tightly controlled and highly trackable, thanks to which it has been used as an excellent model to study cell development and differentiation, intracellular signalling or gene expression regulation for the past few decades^1–3^.

Transcriptional control of sporulation has been described extensively and is reasonably well understood^4–7^. The decision to sporulate is not one that is made lightly by the bacterial population as this process requires fundamental changes in the metabolism and morphology that take approximately 7 h at 37 °C^8^. In fact, *B. subtilis* displays cannibalistic behaviour with the secretion of two sporulation killing factors, Skf and Sdp, responsible for killing nonsporulating cells. This ensures nutrient release for the remaining cells expressing resistance genes, which delays the decision to sporulate and allows the cells to resume normal growth should the environmental conditions improve^9^. However, once the cells decide to sporulate, the transition from vegetative growth to sporulation is under the control of Spo0A transcriptional master regulator. High levels of phosphorylated Spo0A activate transcription of key sporulation factors, *spoIIA*, *spoIIE* and *spoIIG*, which in turn regulate the expression of compartment specific RNA polymerase sigma factors – σ^F^ and σ^E^ – responsible for further activation of sporulation genes in the forespore and mother cell respectively^3,10^. Polar septum formation is also a signal to recruit SpoIIIE protein which actively transports bacterial chromosome into the forespore^11^. After asymmetric division and chromosome translocation, genes in σ^F^ and σ^E^ regulons drive metabolic and morphological changes to the cell which conclude in forespore engulfment, creating a cell-within-a-cell state. This is required for activation of the late sporulation spore specific sigma factor σ^G^ responsible for spore maturation, spore DNA protection via Ssp proteins and preparation for germination^12^. Finally, the late mother cell σ^K^ activation, regulated by σ^G^, results in spore coat and cortex maturation, preparation for germination and eventually, mother cell lysis^3,8^.

Translation regulation in *B. subtilis* has gained more attention in the recent years with a number of publications describing translation during germination^13,14^, during or at the entry into quiescence^15,16^ or transcription-translation uncoupling^17^. Translational control during sporulation remains an understudied area, although the role of post-transcriptional regulation in sporulation relating to ribosomal activity was first described as early as in the 1970s^18,19^. It was observed that the 30S ribosomal subunits differ between vegetative and sporulating cells in their ability to translate native mRNA, which is independent of 50S subunit, and that the mutations in 30S subunit and EF-G rendering the cells antibiotic-resistant also result in temperature-dependent sporulation with blockage of sporulation at non-permissive temperatures^20–22^. Later, Ohashi et al. ^23^ identified a number of ribosomal proteins and translational factors required for sporulation but not affecting vegetative growth, including RpmA, RpmGB, RRF and EF-P, factor aiding translation of polyproline stretches^24,25^. The role of the latter was very recently confirmed by Feaga et al. ^26^ who, using ribosome profiling, showed that EF-P is important for Spo0A expression, and hence, sporulation initiation.

Here, we monitored ribosome location and activity, as well as translation profiles of *B. subtilis* WT 168 throughout the entire process of sporulation using confocal microscopy, click chemistry-based protein synthesis assays and ribosome profiling. We also examined translation in a triple knock-out mutant strain (3KO) lacking three paralogs of ribosomal proteins, RpmEB, RpmGC, RpsNB – zinc independent paralogs of zinc-binding ribosomal proteins RpmE (L31), RpmGA (L33) and RpsN (S14) respectively. Since entry into sporulation is dictated by nutrients deficiency, zinc limitation and the related ribosomal rearrangements may play an important role in protein synthesis regulation during sporulation^27^. In response to zinc deficiency, the two canonical ribosomal proteins RpmE and RpmGA are replaced by the zinc-independent RpmEB (L31*) and RpmGC (L33*) which increases intracellular zinc pool. RpsN is replaced by the RpsNB (S14*) later, to allow zinc-independent ribosome assembly de novo^28^. As the expression of these genes may be temporarily separated, using the 3KO mutant allowed us to monitor the effects of lack of protein substitution on translation during both early and late sporulation.

## Results

### The interplay between sigma factors regulates sporulation process

We performed ribosome profiling on the sporulating *B. subtilis*, covering the entire sporulation process, from sporulation induction to mother cell autolysis and spore release (eight samples T0–T7 in biological duplicates, grown and collected on two different days, RNA-seq and RIBO-seq performed in parallel; Supplementary Figs. 1 and 2). 

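RNA of WT cells was taken before resuspension (T0) and at each hour up to T7, from 2 cultures per timepoint, and gave 16 RNA-seq libraries. The libraries hold single-end reads of 50 nt. The deposited counts are raw numbers of uniquely mapped reads per CDS, made by the authors with STAR and featureCounts after removal of rRNA and tRNA reads, without normalization and without pooling of replicates. A WT library holds 443091 to 6887020 reads in CDSs, with a median of 1297986. Depth fell along the series, from 5476054 to 7595341 reads at T0 to 443091 to 1106375 reads at T7 over the 4 libraries of both strains at each of these timepoints. Of 4332 CDSs, 4051 passed edgeR's filter on low counts and were tested. All 32 libraries of WT and 3KO were fitted together with TMM scaling, as 16 groups of 2, and consecutive timepoints were compared with edgeR's quasi-likelihood test. A CDS is called changed at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change over 0.6, the thresholds the paper gives for its comparison of strains. In counts simulated from these libraries for T1 against T0, the test recovered 5, 32, 45 and 49 of 50 CDSs changed by 1, 2, 3 and 4 on the log2 scale, so changes near 1 are mostly missed. Errors of single genes are the standard deviation (SD) of CPM over 2 cultures, or the standard error of the log2 fold change. RIBO-seq data are not analysed here.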

We investigated translation of genes belonging to six sigma regulons, (A, H, E, F, G and K), as well as selected sporulation regulons^29^ (Supplementary Data 1). We employed k-means clustering to group highly translated genes into eight clusters based on their time-course translation level patterns (Fig. 1a, b). Clusterization revealed two main groups based on stage of sporulation (transition into sporulation/early sporulation and mid- to late sporulation), as well as functional grouping. In the early sporulation group, clusters 1 and 5 represent genes that are translated in the exponential growth and during transition into sporulation (peak at T0 and T1) and whose translation gradually decreases over time. The majority of genes in cluster 1 belongs to σ^A^ regulon and includes genes encoding biosynthesis of nucleotides (*pur* and *pyr* operons), carbon, amino acids and fatty acids metabolism, iron homeostasis and GTP and ATP synthesis, all of which represent metabolism under optimal growth conditions. The number of genes involved in regulation increases in cluster 5, which exhibits higher overall translation values compared to cluster 1. These regulatory genes include mostly sporulation initiation genes which fall into different regulons. The remaining genes in cluster 5 belong to σ^A^ regulon including mostly DNA replication, transcription and cell elongation and division genes. Cluster 3 includes genes that are highly translated throughout the entire sporulation process with an increase in translation between one and three hours post sporulation induction (T1–T3). High translation values of log10(TPM + 1) approximating 3 are due to a large subgroup of genes encoding ribosomal proteins (29 genes) and several translational factors, IF-1, RbfA, and *hpf* coding for ribosome hibernation promoting factor. These are accompanied by general stress response, stringent response and also competence genes. Genes in cluster 2 follow a similar pattern of translation, however, the overall log10(TPM + 1) values are one order of magnitude lower and translation in the exponential phase is the lowest compared to the three remaining clusters in this clade. Cluster 2 encompasses the highest proportion of sporulation genes in its clade, including sporulation initiation, asymmetric septation, regulation of mother cell and forespore sigma factors activity, as well as sigma factors themselves (*bofA*, *fin*, *spoIIAA*, *spoIIAB*, *spoIIIL*, *sigF*, *sigE*, *sigG*), and genes from operons coding for toxins killing non-sporulating cells (*skf* and *sdp, spoIISB*).

**Fig. 1:**
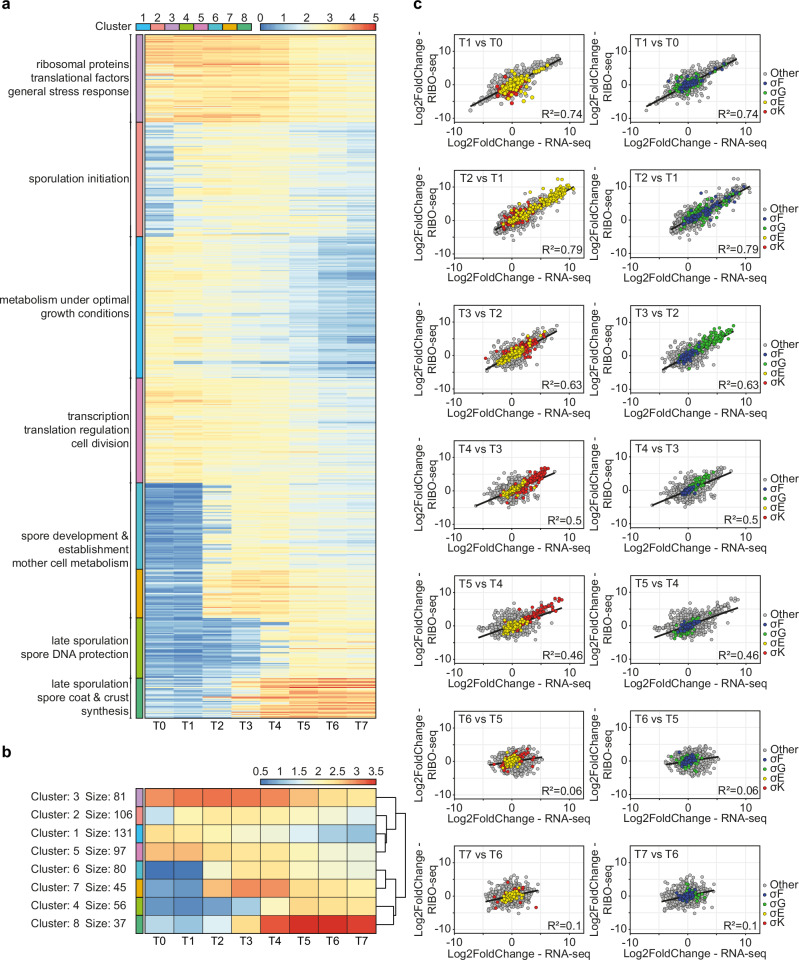
The translational landscape of *B. subtilis* during sporulation reveals temporal clustering. **a** Heatmap of the selected highly translated sporulation specific genes (mean values from two replicates of TPM ≥ 100, resulting in 633 genes). Highly translated genes from different sporulation regulons can be segregated into clusters of similar temporal activity and translation level based on k-means clustering. Data presented as log10(TPM + 1). **b** A summary heatmap of k-mean clusters constructed using Euclidean distance with complete linkage. **c** Scatter plots illustrating correlation between log2 transformed values of fold change between transcription and translation at the consecutive timepoints during sporulation. Mother cell specific regulons are σ^E^ in yellow and σ^K^ in red; forespore specific sigma regulons are σ^F^ in blue and σ^G^ in green. Best fit lines and Pearson R2 values describe the dynamics and correlation of fold change for transcriptome and translatome data. Source data are provided as a Source Data file.

The mid- to late sporulation clade also consists of four gene clusters dependent on the temporal activation and translation level. Clusters 6 and 7 represent genes with peak translation in mid-sporulation phase (T3 and T4) with similar temporal translation pattern but different overall translation value, which is one order of magnitude higher in cluster 7. Genes in cluster 7 represent mostly σ^E^ regulon and include genes responsible for initiation of spore coat assembly, the ‘feeding tube’ channel and a number of y-genes with unknown function. There are also a few genes belonging to the forespore sigma regulon, coding for transcription regulators. Cluster 6 genes represent both mother cell and forespore regulons. This cluster includes late sporulation mother cell sigma factor *sigK*, *sigKC* and *spoIVFA* which controls *sigK*. Genes in cluster 6 are responsible for spore and mother cell metabolism, including carbon, amino acid and fatty acid metabolism, spore maturation including dipicolinic acid uptake, and to a lesser extent spore coat and spore cortex biosynthesis as well as several germination related genes. Cluster 8 contains genes with the highest translation values and which are specific to late sporulation, with peak translation values in T5 and T6 (Fig. 1a). Genes in this cluster belong mostly to σ^G^ regulon, including essentially spore DNA protection proteins encoded by the *ssp* genes and a number of y-genes related to sporulation. A few genes assigned to cluster 8 from σ^K^ regulon are involved in spore coat and spore crust synthesis and germination (*gerPB*, *gerPD*). Genes segregated into cluster 4 represent a similar pattern of translation, however, the log10(TPM + 1) values are one order of magnitude lower. Vast majority of genes segregated into cluster 4 belong to σ^K^ regulon and include genes responsible for spore coat and spore crust synthesis (*cot* and *sps* genes), mother cell lysis genes, as well as a number of y-genes. Thus, clade with clusters 4 and 8 represents genes highly translated in late sporulation, regulated by mother cell and spore specific sigma factors respectively.

We observed the correlation of log2 transformed fold change of transcription and translation values between the consecutive timepoints, focusing on the mother cell and forespore specific sigma regulons – σ^E^/σ^K^ and σ^F^/σ^G^ (Fig. 1c). 

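In WT RNA the forespore and mother cell regulons rose one after the other. The σ F and σ E regulons rose at T2, with 69 of 110 and 164 of 234 tested CDSs up. The σ G regulon of the forespore followed at T3 with 96 of 141 CDSs up, and the σ K regulon of the mother cell at T4 and again at T5, with 77 and 55 of 125 CDSs up. Regulon members are those of Supplementary Data 1, and a CDS in several regulons counts in each. Over all 4051 CDSs, edgeR's quasi-likelihood test called 616 up and 521 down at T1, 461 up and 349 down at T2, 269 up and 89 down at T3, 135 up and 9 down at T4, and 202 up and 203 down at T5, each against the hour before. The choice of fit and single libraries weigh on these counts. With only the libraries of the comparison, 0 were called at T3, 0 at T4 and 38 at T5. DESeq2 called 585 at T3 and 648 at T5. The T1 count of 1137 became 745 without T0 replicate 1 and 525 without T1 replicate 2. The T2 count of 810 became 433 without T2 replicate 1. The T3 count of 358 became 109 without T2 replicate 2 and 90 without T3 replicate 1. The T4 count of 144 became 0 without T3 replicate 2 and 0 without T4 replicate 1. The T5 count of 405 became 42 without T4 replicate 2, 910 without T5 replicate 1 and 66 without T5 replicate 2. In each such fit the lone library is taken to vary like the other groups.

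**Figure D1:**
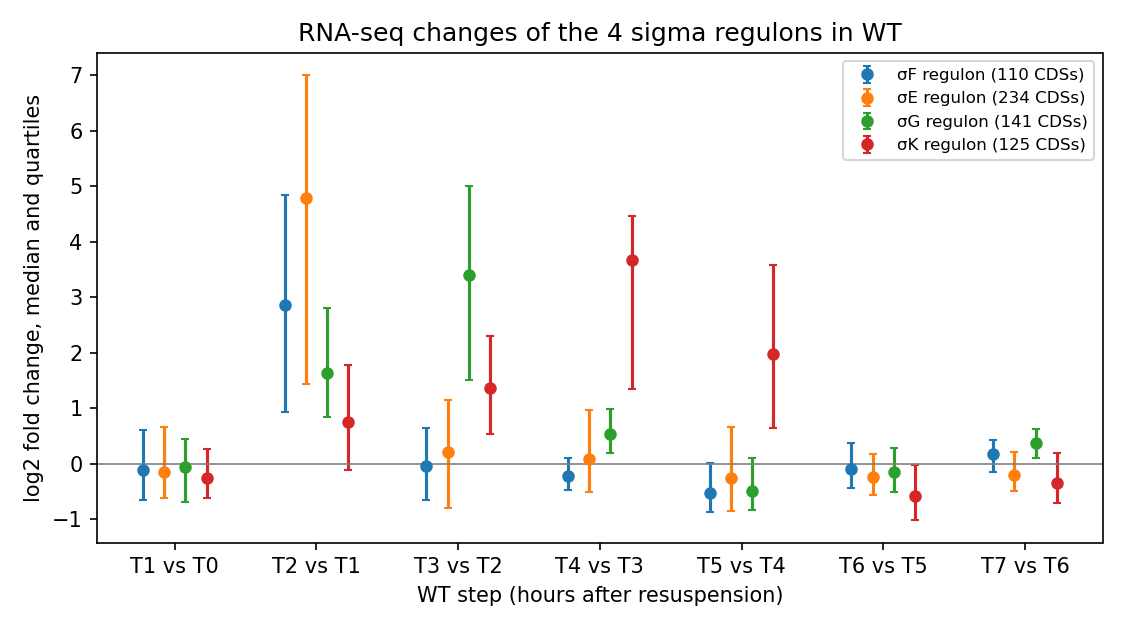
Median log2 fold change of the tested CDSs of the σ F, σ E, σ G and σ K regulons for each WT step from T0 to T7, with the quartiles over CDSs as bars. The medians of the σ E and σ F regulons peak at T2 (4.78 and 2.86), that of σ G at T3 (3.39) and that of σ K at T4 (3.66). Both late peaks rest on single libraries. Without T3 replicate 1 the σ G median was 1.66 at T3 and 1.99 at T4, and without T4 replicate 1 the σ K median was 1.55 at T4 and 4.02 at T5, so each peak moved an hour later.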

The dynamics of transcription and translation of the mother cell and forespore regulon pairs correlated well, and a temporal interplay between the sigma factors can be seen. 

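At T1 the mRNAs of the operons of the first 2 compartment-specific sigma factors had risen in WT. *spoIIAA*, *spoIIAB* and *sigF* form the operon of σ F, its anti-sigma factor and the antagonist of that factor, and *spoIIGA* and *sigE* encode the protease that activates σ E and σ E itself. The count of *sigF* was 1020 ± 535 CPM (SD, n = 2) at T1 and 12.8 ± 3.47 (SD, n = 2) at T0, a log2 fold change of 6.30 (standard error 0.55, adjusted p = 2.9e-08 from edgeR's quasi-likelihood test). *sigE* rose by 6.12 (standard error 0.62), *spoIIAA* by 6.11 (0.57), *spoIIGA* by 6.03 (0.61) and *spoIIAB* by 5.85 (0.52), with adjusted p from 4.2e-08 to 2.0e-07 in the same test. *sigG* rose by 4.98 (standard error 0.58), the phosphatase gene *spoIIE* by 4.61 (0.60) and *spo0A*, the master regulator of initiation, by 3.02 (0.37).

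These 5 genes are the only CDSs of the 4 regulons above 5 on the log2 scale. Of the 514 tested CDSs in any of the regulons, 492 (95.7%) lay between −2.5 and 2.5, 20 lay above and 2 below. The medians were −0.16 for σ E, −0.11 for σ F, −0.06 for σ G and −0.27 for σ K, and each of these changed sign in at least 1 fit without T0 replicate 1, T0 replicate 2 or T1 replicate 2, with values from −1.41 to 0.33 over all fits without 1 library.

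Of 15 genes of sporulation initiation, a list fixed before the data were examined, 11 rose and 1 fell (the same numbers when adjusted over the list alone), with a median of 3.02. The list holds *sigF*, which the paper already reports above 5 at this step, so the list is not independent of the paper. The camera test of the list against all other CDSs gave an adjusted p = 8.7e-08 with a preset correlation between genes and an adjusted p = 0.18 with the correlation estimated from the data. All 5 genes of dipeptide uptake rose (5 adjusted over the list alone), among them *dppC* at a log2 fold change of 7.87 (standard error 0.61), as did all 9 genes of arginine synthesis (9 adjusted over the list alone) with *argC* at 5.67 (0.83) and all 5 genes of glycogen synthesis (5 adjusted over the list alone). Of 12 genes of cannibalism toxins, 10 rose (10 adjusted over the list alone), among them *skfA* at 4.36 (standard error 0.82). The sublancin gene *sunA*, at 1.51 (0.64), did not pass. For these 4 lists the adjusted p of camera was 7.3e-13, 2.2e-10, 2.1e-06 and 2.1e-05 with the preset correlation and 0.18, 0.63, 0.57 and 0.99 with the estimated one. The paper names dipeptide metabolism, glycogen synthesis and these toxins from its footprints, so picking these lists is not independent of it either. *frlO*, of the operon for fructosamine uptake, had the largest rise at 8.33 (standard error 0.52). The largest falls were in *ywbH*, at −7.51 (0.74), in the nitrate reductase gene *narI*, at −6.56 (1.54, not called without T0 replicate 1), and in *mleN* and *ansB* for malate and asparagine use, at −5.46 (0.56) and −5.41 (0.50).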

In the exponential growth and transition into sporulation (T0-T1), most genes from the mother cell and forespore regulons exhibited narrow fold change distribution in the range between −2.5 and 2.5 with the exception of *sigE*, *sigF*, *spoIIAA* and *spoIIGA*, with the fold change value of >5 in T1 (Fig. 1c). In consequence, transcription and even more so translation of these early sporulation regulons increased substantially in T2, exhibiting a broad range of fold change from around 0 to 10. 

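At T2 the mRNAs of *prkA*, *gerM* and *yqhV*, of the mother cell regulon, and of *spoIIQ*, of the forespore regulon, rose in whole cultures. *spoIIQ* encodes the forespore part of the channel between the compartments and reached 13047 ± 1287 CPM (SD, n = 2), from 16.7 ± 6.03 (SD, n = 2) at T1. Its log2 fold change was 9.61 (standard error 0.86, adjusted p = 1.0e-08 from edgeR's quasi-likelihood test). The σ E target *gerM* rose by 9.70 (standard error 0.85), the kinase gene *prkA* by 9.85 (0.51) and *yqhV* by 10.75 (1.26), the largest rise of this step. The protease gene *gpr* rose by 6.15 (0.68).

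The σ E regulon spanned −1.62 to 10.75, with 113 CDSs above 5 and a camera adjusted p = 8.1e-90 with the preset correlation and an adjusted p = 2.5e-08 with the estimated one. The σ F regulon spanned −0.97 to 9.61, with 25 CDSs above 5 (adjusted p = 4.3e-37 and 9.1e-07). When adjusted over the regulon alone, 170 CDSs of σ E rose and 2 fell, and 74 CDSs of σ F rose. The σ G regulon had 46 CDSs up and a median of 1.64 (adjusted p = 3.3e-12 and 0.37), and the σ K regulon 19 up, 1 down and a median of 0.75 (0.0028 and 0.76), which was 0.26 without T1 replicate 2 and 0.34 without T2 replicate 1. Motility fell with this change. Of 39 genes of motility and chemotaxis, 38 fell (38 adjusted over the list alone), among them *flhF* at −2.73 (standard error 0.41), with a median of −1.94 (camera adjusted p = 4.0e-15 with the preset correlation and 0.93 with the estimated one). The ribose transport gene *rbsA* fell by 2.89 (standard error 0.63), a call lost without T2 replicate 1.

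The paper reasons from the induction of the genes for σ F and σ E and their activators at T1 to the rise of the regulons that these factors transcribe an hour later (Fig. 1c).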

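From T2 to T7 the early regulons split into genes that fell and genes that rose. Of 234 CDSs of the σ E regulon, 82 fell, 67 rose and 85 did not pass, with a median log2 fold change of −0.09. Of 110 CDSs of the σ F regulon, 38 fell, 22 rose and 50 did not pass, with a median of −0.78. When adjusted over the regulon alone, 86 fell and 70 rose for σ E, and 42 fell and 24 rose for σ F. The camera test gave an adjusted p = 0.49 for σ E and an adjusted p = 0.64 for σ F. It looks for a shift in 1 direction, so it cannot decide on such a split. Over all 4051 CDSs, 943 fell and 623 rose, 38.7% in all. Changes between −2.5 and 2.5 made up 63.7% of σ E, 78.2% of σ F and 83.5% of all CDSs. The σ E median moved above 0 with DESeq2's size factors (0.30), so its sign depends on the scaling. Members that belong to no other regulon of the 4 had medians of −0.69 for σ E and −1.13 for σ F. Step by step after T2, the medians of the σ E regulon lay between −0.27 and 0.21 and those of the σ F regulon between −0.54 and 0.18.

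Over the same interval, *pyrAA* and *pyrE* of pyrimidine synthesis had the strongest falls that moved alike in all pairs of replicates, at −7.80 (standard error 2.22) and −7.94 (2.38). Both calls were lost without T7 replicate 1 and without T7 replicate 2. Of 12 pyrimidine genes 11 fell, of 19 biofilm matrix genes 17, of 12 TCA cycle genes 9 and of 53 ribosomal protein genes 10, and none of these rose. When each was adjusted over the list alone, 11, 17, 11 and 0 fell.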

Transcription and translation of both early sporulation regulons remained at a similar level or decreased slightly until the end of sporulation. 

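At T3 mRNA for the proteins that protect spore DNA and that later break the cortex rose. *sspA*, *sspB* and *sspD* encode small acid-soluble spore proteins, and *sleB* and *ypeB* act in germination. *sspA* reached 2843 ± 3407 CPM (SD, n = 2), from 21.5 ± 12.4 (SD, n = 2) at T2, a log2 fold change of 7.05 (standard error 0.99, adjusted p = 6.8e-05 from edgeR's quasi-likelihood test). *sspB* rose by 7.41 (standard error 1.16), *sspD* by 8.09 (1.17), *sleB* by 7.10 (0.87) and *ypeB* by 6.89 (0.87). The SD above the mean shows that the cultures of T3 differed widely in these genes.

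The σ G regulon had no CDS down at T3 (111 up and 4 down adjusted over the regulon alone), with a camera adjusted p = 3.9e-60 with the preset correlation and an adjusted p = 0.024 with the estimated one. Of 17 small acid-soluble spore protein genes 16 rose (16 adjusted over the list alone) and of 28 germination genes 22 (28 adjusted over the list alone), with camera adjusted p = 4.6e-21 and 3.5e-28, and adjusted p = 0.27 for both with the estimated correlation. At T4 the σ G regulon had 7 CDSs up and a median of 0.54, which was −0.11 without T3 replicate 2. The σ K regulon, with 19 CDSs up at T2, had 18 up at T3 and a median of 1.36 (0.63 without T3 replicate 1, camera adjusted p = 2.3e-10 and 0.51 with the estimated correlation), the step in which *sigKC*, the part of the σ K gene beyond the skin element, rose by 5.38 (standard error 0.77). *clpE* fell by 4.16 (0.46).

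At T4 and T5 the mRNAs of coat and crust genes rose. The crust gene *cotZ* rose by 5.90 (standard error 1.22) at T4, with *yxeE* at 6.82 (1.24), *ymaG* at 6.53 (1.16) and *yubC* at 7.02 (1.20), while *cotG* rose by 3.89 (1.08). All these T4 calls were lost without T3 replicate 2 and without T4 replicate 1, and those of *cotZ* and *cotG* also without T3 replicate 1. At T5 *yfnG* rose by 8.12 (standard error 0.93), *sspG* by 7.47 (0.95), *yurS* by 7.41 (1.07) and the coat gene *cotX* by 4.59 (1.05, lost without T4 replicate 2 and without T5 replicate 2). The camera adjusted p of the σ K regulon was 2.1e-68 at T4 and 4.2e-48 at T5 with the preset correlation, and 0.024 and 0.038 with the estimated one. When adjusted over the regulon alone, 90 CDSs rose and 1 fell at T4, and 67 rose at T5. Of 42 coat and crust genes, 25 rose at T4 and 27 rose and 2 fell at T5, or 31 up and 1 down and 32 up and 3 down when adjusted over the list alone (camera adjusted p = 3.5e-28 and 7.7e-25, and 0.32 for both with the estimated correlation). The σ G regulon did not go on rising at T5, with 1 CDS up, 3 down and a median of −0.49. *pyrAA*, *pyrK* and *pyrB* fell at T5 by 7.00 (standard error 2.09), 6.78 (2.13) and 6.62 (2.01), calls that were lost without T4 replicate 2, T5 replicate 1 or T5 replicate 2.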

The two late sporulation regulons, σ^G^ and σ^K^, showed an increase in translation and transcription in T3 and T4 respectively and this continued until the T4 and T5. Interestingly, genes from both regulons exhibited higher fold change of translation than transcription compared to other CDSs. 

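In the last 2 hours no member of the forespore or mother cell regulons passed the test in WT RNA. The median log2 fold change of the σ G regulon was −0.15 at T6 and 0.36 at T7, and that of the σ K regulon −0.59 and −0.35. Single CDSs of the σ G regulon lay between −1.81 and 2.47 at T6 and between −0.65 and 1.99 at T7, and those of σ K between −1.54 and 2.72, and between −2.39 and 2.00. The camera test with the preset correlation set 2 of these 4 medians apart from all other CDSs, σ K at T6 (adjusted p = 0.0057) and σ G at T7 (adjusted p = 6.9e-04). With the estimated correlation the adjusted p was 0.76 and 0.75. Over the fits without 1 library the σ K median at T6 lay between −0.72 (without T6 replicate 2) and −0.46 (without T5 replicate 2). With 3 recovered batches as a term and without the 3 libraries that stand apart, choices made after seeing the data, the σ K median at T7 was 0.22.

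Over all CDSs, edgeR's quasi-likelihood test called 0 at T6 and 0 at T7, with 350 and 277 CDSs at an unadjusted p under 0.05. DESeq2 called 12 and 0, and the fit with recovered batches and without the libraries that stand apart called 9 at T7. The test could miss real changes here. In counts simulated for T6 against T5, it recovered 3, 17, 36 and 46 of 50 CDSs changed by 1, 2, 3 and 4 on the log2 scale. Replicate 2 of T5 and replicate 2 of T6 both stand apart from the other WT libraries, with purine synthesis mRNA at a median of 3.95 and 4.26 log2 CPM against 6.93 to 10.57 in the 29 libraries of either strain that do not stand apart.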

During late sporulation (T6-T7), translation and transcription of the σ^G^ and σ^K^ regulons did not change significantly as the fold change oscillated around 0. 

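Over all 4051 tested CDSs of WT, the spread of the log2 fold changes narrowed until T4 and widened once at T5. The interquartile range was 1.53 at T1, 1.30 at T2, 1.06 at T3 and 0.81 at T4, then 1.33 at T5, 0.95 at T6 and 0.91 at T7. The share of CDSs that changed more than 2-fold ran alike, from 39.0% at T1 to 17.0% at T4, 36.4% at T5 and 17.3% at T7. The difference between the replicates of 1 timepoint had an interquartile range of 0.82 at T1, 0.62 at T2, 1.19 at T3, 1.05 at T4, 1.42 at T5, 1.38 at T6 and 0.73 at T7. Taken between single libraries as well, the steps had a mean range of 1.67 at T1, 1.43 at T2, 1.22 at T3, 1.10 at T4, 1.61 at T5, 1.37 at T6 and 1.21 at T7, so at T4, T6 and T7 a step was no wider than the wider of its 2 replicate differences. Without the libraries that stand apart (T5 replicate 2 and T6 replicate 2 of WT, and T6 replicate 1 of 3KO), a choice made after seeing the data, the range at T5 was 1.08 and that at T6 1.02. By the 3 batches recovered from the authors' corrected values, WT replicate 2 changed batch at T1, T3 and T5, and replicate 1 at T7. No range was computed with these batches as a term. The wider range at T5 therefore cannot be told apart from a batch difference. Slopes and R2 against footprint changes are not analysed here.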

The rate of change of transcription and translation for all CDSs decreased gradually over the time course of sporulation with a distinct decline in the last two hours, as suggested by the decreasing trendline slope and R2 values (Fig. 1c).

To verify whether translational efficiency (TE) follows a similar trend during sporulation, we plotted histograms of TE values for all CDSs at each timepoint (Fig. 2a), showing that TE also decreases gradually over time. We then investigated the mean ribosome occupancy on CDSs and 5’ and 3’ UTRs at each timepoint during sporulation. As expected, the mean ribosomal density on the CDSs was approximately uniform in exponential growth and early sporulation, and was then gradually decreasing, especially from T5 to T7. The peak corresponding to 5’ UTR increased significantly in these timepoints (Fig. 2b). The 5’ UTRs with high ribosome occupancy were shown to lie upstream of the late sporulation genes clustered into clusters 4 and 8 and belonging mostly to σ^K^ and σ^G^ regulons (Fig. 1a, Supplementary Data 1, Supplementary Fig. 3). We further investigated the sequences of the 5’ UTRs with the highest coverage of RPF in T5–T7 and demonstrated that these corresponded to the Shine–Dalgarno (SD) sequences in *B. subtilis* (Fig. 2c). Very high ribosome coverage at the SD sequences, together with the lower overall TE in T6 and T7 suggest that the cell progressively silences translation in late sporulation.

**Fig. 2:**
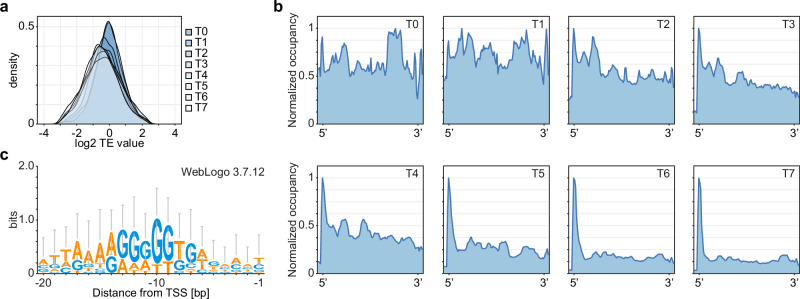
The efficiency of translation gradually decreases during the process of sporulation in *Bacillus subtilis.* **a** Histograms of translational efficiency of *B. subtilis* during sporulation, calculated at T0 (prior to sporulation induction) to T7 (7 h post sporulation induction). **b** Mean ribosome density on CDSs with 5’ and 3’ UTRs (+/−50 nt) during sporulation in *B. subtilis* normalized to the maximum peak value. **c** WebLogo representation of the sequence corresponding to the peak at 5’ UTR from timepoints T5–T7. Source data are provided as a Source Data file.

### Localisation of translation during sporulation

We investigated the localisation of the translational machinery – the ribosome – during sporulation using fluorescent microscopy. We constructed WT-RpsB strain with GFP fused to the C-terminus of the RpsB protein (small subunit) which is encoded by the *rpsB* gene. We observed the process of sporulation in one-hour intervals, beginning at T0 (before sporulation induction) up to T7 (seven hours post sporulation induction) (Fig. 3a, b). At T0, mid-exponential phase (OD600 ~ 0.6), the fluorescence is localised throughout the entire cell, with slight enrichment at the cell poles. The majority of ribosomes are located outside of the nucleoid, which was also reported by Lewis et al.^30^. At T1, the polar localisation of ribosomes is enhanced which can be attributed to cell shortening and chromosome condensation in the middle of the cell. Two hours post sporulation induction first asymmetric septa are being formed, followed by chromosome translocation. The ribosomes lose their polar localisation, which now becomes more uniform within the bacterial cell. However, the newly created forespore is almost devoid of the fluorescence signal and most of the ribosomes are located at the opposite cell pole and less at the asymmetric septum at the mother cell side (T3). This suggests a sequential packing of the forespore, with the chromosome being followed by the ribosomes. Indeed, in T4 and T5 we observed a gradually increasing GFP signal in the spore corresponding to the accumulation of ribosomes in the forespore. The slight increase of the fluorescence at T6 in mother cell was observed which we hypothesise is a result of spore maturation and an increase in spore volume in relation to the mother cell leaving less space for the ribosomes to occupy. After seven hours of sporulation mother cell undergoes autolysis and a mature spore, packed with ribosomes, is released.

**Fig. 3:**
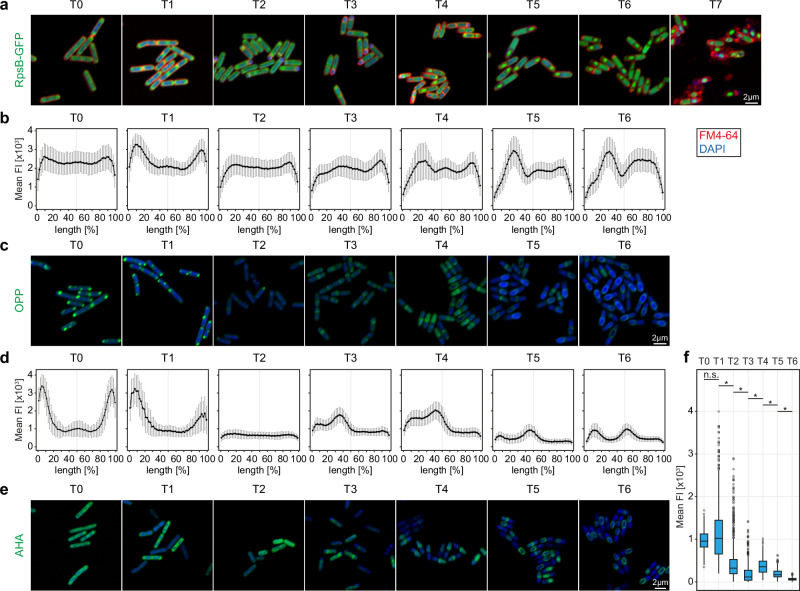
Levels and localisation of translation during sporulation in *B. subtilis* are tightly controlled. **a** Sporulation process of *B. subtilis* WT-RpsB-GFP cells. Cells were stained with DAPI to visualise the chromosome and SynaptoRed, a membrane stain, to track the asymmetric septation and sporulation progress. Samples were taken before sporulation induction (T0) and every hour of sporulation process (T1–T7). Scale bar is 2 µm. **b** Plots of mean values +/−SD of GFP fluorescence intensity across cells show subcellular localisation of ribosomes during sporulation. The cell lengths were normalised and fluorescence was measured along a line drawn across the cell long axis for the following numbers of cells: T0 – 109, T1 – 110, T2 – 110, T3 – 119, T4 – 116, T5 – 120, T6 – 120. **c** Microscopic images of *B. subtilis* WT cells treated with OPP and stained with Alexa 488 and DAPI, illustrating active translation during six hours of sporulation (T0–T6). Scale bar is 2 µm. **d** Plots of the mean valus +/−SD of the OPP-Alexa 488 fluorescence intensity across the cell showing localisation and intensity of active translation during sporulation. The cell lengths were normalised and fluorescence was measured along a line drawn across the cell long axis, for the following numbers of cells: T0 – 226, T1 – 226, T2 – 226, T3 – 226, T4 – 226, T5 – 208, T6 – 226. **e** Microscopic images of *B. subtilis* WT cells treated with AHA and stained with Alexa 488 and DAPI, illustrating location of newly synthesized proteins throughout the process of sporulation (T0–T6). Scale bar is 2 µm. **f** Box and whiskers plots of mean AHA-Alexa 488 fluorescence intensity measured for *B. subtilis* WT cells during the sporulation process (*n*: T0 – 146, T1 – 280, T2 – 280, T3 – 280, T4 – 280, T5 – 280, T6 – 196). The plot illustrates fluctuations in the amount of newly synthesised proteins and changes in the population distribution at each timepoint during sporulation (two-sided Kruskal–Wallis, chi-squared = 1451.8, df = 6, *p*-value < 2.2e−16, asterisks indicate statistically significant pairs in post-hoc test [*p* < 0.05], T0 vs T1: *p*-value = 1; T1 vs T2: *p*-value = 2.03E−68; T2 vs T3: *p*-value = 1.08E−36; T3 vs T4: *p*-value = 4.47E−25; T4 vs T5: *p*-value = 6.03E−15; T5 vs T6: *p*-value = 1.09E−14). Centre line: median. Box: 25–75th percentiles (IQR). Whiskers: min/max values. Dots: outliers (1.5 * IQR). Source data are provided as a Source Data file.

We investigated the localisation and intensity of translation in situ during the process of sporulation (T0–T6) using an alkyne analog of puromycin, o-propargyl-puromycin (OPP). Puromycin terminates translation by mimicking an aminoacyl-tRNA and binding to the nascent polypeptide chain. Following the addition of a picolyl azide fluorescent dye, a chemoselective reaction takes place (‘click’ chemistry reaction) which allows for visualisation and quantification of the incorporated OPP, or in other words, of the active translation^31^ (Fig. 3c, d). We incubated *B. subtilis* cells with OPP at one-hour intervals and labelled them with Alexa 488 dye. Interestingly, the active translation during exponential growth and one hour post sporulation induction was localised to the cell poles, away from the bacterial chromosome. This supports the recent findings of uncoupled transcription-translation in *B. subtilis* and the runaway transcription model^17^. In the cells collected two hours post sporulation induction the fluorescent signal became more dispersed – following the ribosomal localisation – and reduced, pointing to an impeded translation. Once the asymmetric division took place, translation resumed and localised mostly to the septum (T3) and then predominantly to the forespore (T4). During late sporulation the fluorescent signal decreased, which was expected. After spore maturation, observed as the spore becoming phase bright, the spore is impermeable to the fluorescent dyes and non-specific labelling of the spore coat may be observed (beginning at T5), rendering data from later timepoints representative of the mother cell rather than the mature (phase bright) spore (Supplementary Fig. 4).

We investigated the levels and cellular fate of newly synthesised proteins during sporulation using a noncanonical methionine derivative, an azide-bearing azidohomoalanine (AHA), which was then chemoselectively tagged with a fluorescent dye using click-chemistry^32^ (Fig. 3e). As incorporation of AHA does not terminate translation, the AHA-containing nascent chains can fold into proteins and reach their cellular localisations. The cells were incubated with AHA for 30 min at one-hour intervals beginning at T0 – sporulation induction – and fluorescently tagged using Alexa 488 dye. We then measured mean fluorescence intensity per cell in each timepoint, plotted the data to investigate population changes and performed Kruskal–Wallis test with Dunn’s post hoc tests with Bonferroni correction (Fig. 3f, Supplementary Data 2). During the exponential growth (T0) newly synthesised proteins are distributed approximately uniformly throughout the cell, with more pronounced fluoresce foci at the cell poles, which corresponds well with the localisation of ribosomes and active translation. As expected, the fluorescence intensity of the population follows normal distribution. Interestingly, one hour post sporulation induction, cellular fate of the newly synthesised proteins did not change significantly, however, the population became more heterogenous with a wider interquartile range and a number of outlier cells exhibiting high mean fluorescence. This is most probably a result of proteome adaptation to the conditions of nutrient limitation involving activation of several different nutrient sequestration pathways before the cell commits to sporulation^33^. The increased intensities may perhaps also be attributed, in a small degree, to the cells experiencing starvation resulting in an increased AHA transport into the cell. In this transition phase (T1–T2), a smaller subpopulation of cells has an increased fluorescence signal, while the rest slowly suppresses protein synthesis in preparation for sporulation. This trend continues to three hours post sporulation induction with a decreasing interquartile range suggesting that the population becomes less heterogenous. In T3 the majority of newly synthesised proteins are located at the asymmetric septum which correlates well with the active translation and cellular localisation of the ribosomes. At this time newly synthesised proteins localise mostly to the mother cell which changes four hours post sporulation induction, when the ribosomes become present in the forespore at a higher density. At T4 we observed an upshift in the mean fluorescence intensity, as well as more symmetrical distribution of the mean fluorescence with newly synthesised proteins localised predominantly at the asymmetric septum and in the forespore. At T5 and T6 the mean fluorescence intensity gradually decreases indicating reduced protein synthesis in the mother cell.

### Paralogs of ribosomal proteins during sporulation

We constructed a triple knockout strain (3KO) carrying deletions of genes encoding paralogs of ribosomal proteins L31, L33 and S14 – RpmEB, RpmGC, RpsNB respectively – lacking a CXXC zinc binding motif (Supplementary Fig. 5). Although *rpmGC* is a pseudogene in 168 lineage^34^, we decided to knock out all zinc-independent paralogs. We confirmed the ribosomal localisation of RpmEB microscopically by tagging the protein with mCherry in a native locus and tracking the ribosome localisation during sporulation (Supplementary Fig. 6). The ribosomal localisation of RpmEB (untagged) was also verified by mass spectrometry. The fractions containing 70S ribosomes were purified by sucrose density gradient centrifugation from WT and 3KO strains and their protein composition was analysed (Supplementary Data 3). Low expression levels, occlusive position on the ribosome and high similarity between the paralog and the canonical form of the analysed peptides in MS prohibited us from making similar observations for the remaining two paralogs. The existing literature however reports ribosomal localisation of both paralogs^28,35^.

The 3KO strain demonstrated normal morphology and growth in CH medium at 37 °C compared to WT (Supplementary Fig. 7). However, sporulation efficiency based on the microscopic observations was delayed up to four hours post sporulation induction, after which time it reached the values of WT (Supplementary Table 1a). The sporulation/germination efficiency measured as a ratio of CFU resulting from fully sporulated cultures before and after heat treatment (40 min at 90 °C) showed a 50% decrease in spore formation/germination compared to WT (Supplementary Table 1b) suggesting a possibly aberrant spore formation in the 3KO strain. To investigate this, we sequenced transcriptome and translatome of the 3KO mutant during sporulation, under the same conditions as for WT – from T0 (exponential growth/sporulation induction) to T7 (7 h after sporulation induction), in biological duplicates (Supplementary Figs. 1 and 2). 

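Reads of *rpmEB* and *rpmGC* were fewer in the 3KO libraries than in WT, and those of *rpsNB* were not. *rpmEB*, the paralog of the L31 gene *rpmE*, had 747 reads over the 16 WT libraries and 28 over the 16 3KO libraries, with at least 7 reads in each WT library and at most 5 in each 3KO library. The *rpmGC* gene is annotated in 2 parts, with 48 and 10 reads over the WT libraries and 4 and 0 over the 3KO libraries. *rpsNB* ran the other way, with 16 reads over the WT libraries, at most 4 in each, and 339 over the 3KO libraries, from 1 to 78 in each, although the gene was replaced by a resistance cassette. The labels of the strains therefore rest on *rpmEB*. In the test of 3KO against WT, *rpmEB* was lower at T0 to T4, with a log2 fold change of −6.96 (standard error 0.76) at T0.

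The 16 3KO libraries, from T0 to T7 with 2 cultures each, hold 627095 to 9893510 reads in CDSs, with a median of 2115990. They were counted by the authors in the same way as the WT libraries and were tested in the same fit. 3KO was compared with WT at each timepoint, and the change of each step in 3KO with that in WT. In counts simulated with the spread of all libraries, the test recovered 4, 27, 46 and 48 of 50 CDSs changed by 1, 2, 3 and 4 on the log2 scale at T1, and 5, 22, 37 and 39 of 50 at T7. The authors also applied a batch correction before their own comparison, and the batches are not named in the paper's text. The corrected values could be rebuilt with 96.4% of the 138624 values equal when replicate 1 of T0 to T6, replicate 2 of T0, T3 and T4, and all other libraries were taken as 3 batches, each with both strains.

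**Figure D2:**
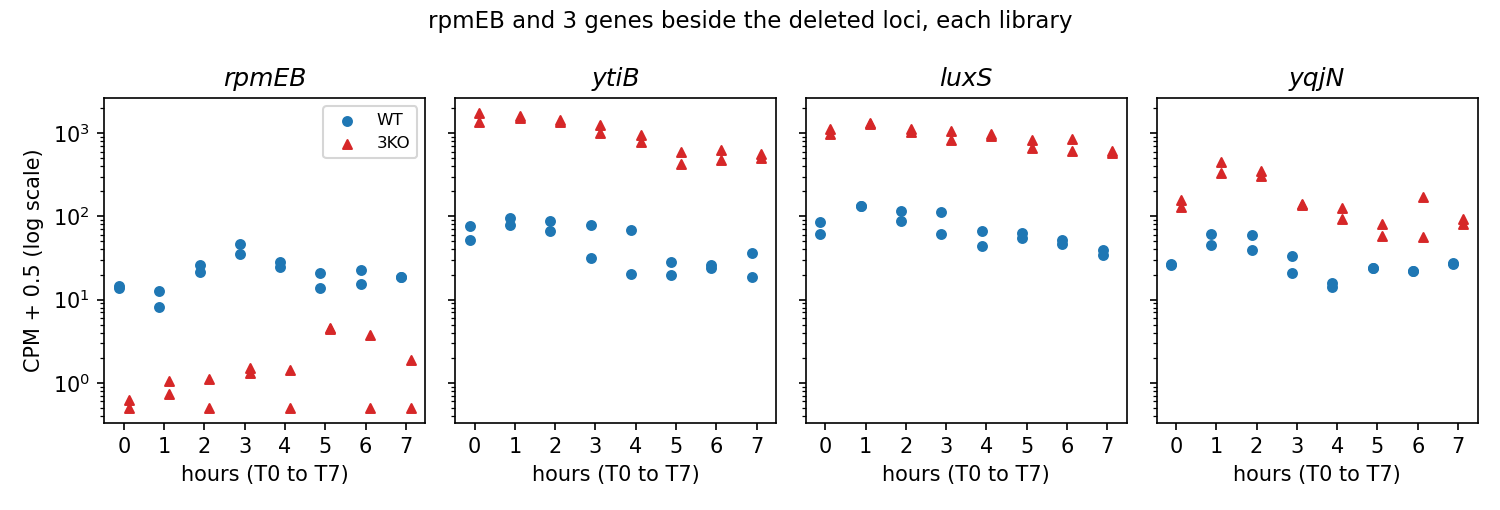
CPM plus 0.5 on a log scale of *rpmEB* and of *ytiB*, *luxS* and *yqjN*, which lie beside deleted genes, in each of the 32 libraries by hour, WT as circles and 3KO as triangles. *rpmEB* is low in the 3KO libraries, and *ytiB*, *luxS* and *yqjN* are higher in 3KO.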

We examined differentially expressed genes (DEGs) between the 3KO and WT in all timepoints, based on the translatome data (Supplementary Data 4). As expected, in exponential growth (T0) there were no significant differences in expression. Interestingly, in timepoints T2, T4 and T6, there were little or no DEGs (Fig. 4a). However, one hour post sporulation induction 30 genes were downregulated in 3KO (p adj. < 0.05) and these fell into two main groups: metabolism and sporulation regulation genes. Importantly, *spoIIGA* and *spoIIE* responsible for maturation and control of early sporulation sigma factors σ^E^ and σ^F^, as well as *sigG*, were downregulated in 3KO. Amino acids, amines and dipeptides metabolism including uptake, synthesis and utilisation, and glycogen synthesis under σ^E^ control were also downregulated in 3KO (Fig. 4b). In T3, the number of DEGs in 3KO increased twice. The affected cellular processes included downregulation of stress response related to sporulation, including cannibalism, cell division and alarmone synthesis. On the other hand, the upregulated genes included processing of ribosome, mRNA, rRNA, and cell wall and cell membrane morphology and transport among others (Fig. 4c), suggesting a delay in entry into sporulation. In T5, similarly to T1, 30 genes were downregulated in 3KO and again these could be categorized into nitrogen and carbon metabolism as well as stress/sporulation groups. Utilisation of amino acids proline and histidine, as well as branched-chain keto-acids was downregulated, together with transport and utilization of carbon sources. Sporulation and/or stress related genes included several y-genes, a spore DNA protection protein, toxins and resistance encoding genes, pointing to a dysregulated metabolism and stress response (Fig. 4d). The most pronounced difference in translation, based on DEGs, was observed in T7 with over 50 downregulated genes and more than 200 genes exhibiting higher translation, compared to WT. In both up- and downregulated sets of genes we found metabolism, sporulation, germination and stress response related genes, suggesting that these processes are highly dysregulated in the 3KO mutant in late sporulation. Especially, we identified a group of genes specifically upregulated in 3KO – translation related genes including 32 ribosomal protein coding genes and transcription and translation regulation genes (Fig. 4e). Also, peptidoglycan synthesis and turnover genes, as well as a large number of spore coat and spore crust genes were significantly upregulated, with the spore DNA protection proteins (*ssp* genes) downregulated in 3KO in T7. The translatome data suggests delayed sporulation in the early stages and dysregulated translation and metabolism in late sporulation. Moreover, upregulation of ribosomal and transcription and translation regulation genes may suggest that the 3KO spores are not as efficient in silencing their gene expression regulation in preparation for dormancy as the WT spores.

**Fig. 4:**
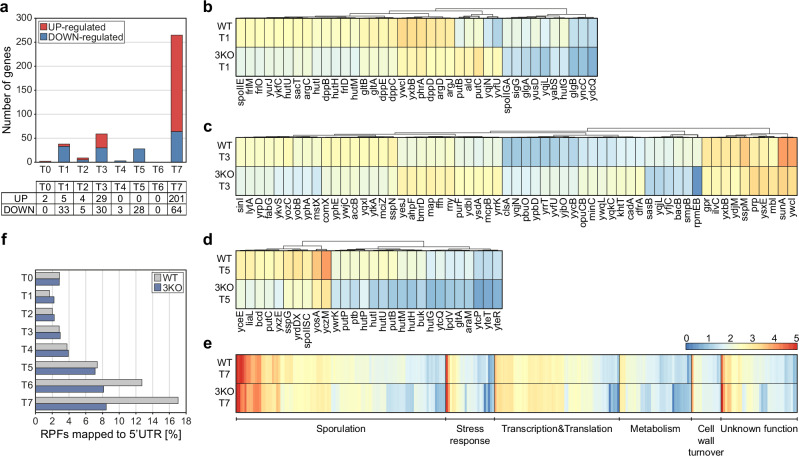
Differences in the translatome (RIBO-seq) between WT and 3KO mutant. **a** Bar plot and table displaying the number of statistically significant genes from the differential expression analysis for all time points (T0–T7), divided into UP-regulated and DOWN-regulated genes in 3KO. Heatmaps of log10(TPM + 1) values for statistically significant genes at: **b** 1; **c** 3; **d** 5; **e** 7 h post-sporulation induction. All heatmaps use the same scale as presented in the panel **e**. Dendrograms represent hierarchical clustering using Euclidean distance with complete linkage. Statistically significant genes, as identified with DESeq2, were selected based on padj ≤ 0.05 and |log2FoldChange|>0.6. A two-sided Wald test was used to determine statistical significance, with *p*-values adjusted for multiple comparisons using the Benjamini–Hochberg method. **f** Bar plot depicting the percentage of RPFs (ribosome-protected fragments) mapped to the 5’UTR for WT and 3KO across all time points (T0–T7).

To investigate this further, we examined the average footprint coverage on the CDSs and 5’ and 3’ UTRs in the 3KO strain and found that there is a smaller percentage of footprints mapped to 5’UTRs compared to WT in late sporulation (Fig. 4f). Interestingly, this disproportion was mostly due to a high amount of reads localised to 5’UTR of *yhcV* gene in WT, encoding a forespore specific late sporulation protein. Expression of this gene in late sporulation was also recorded by others, however its function remains unknown^36^.

Microscopic observations of the sporulating 3KO strain were performed every hour from T0 (exponential growth) to T7 (seven hours post sporulation induction) using fluorescent microscopy. As for WT, we constructed the 3KO-RpsB-GFP strain with GFP fused to the C terminal of the RpsB protein in the 3KO background. To better visualise the progress of sporulation, the 3KO-RpsB-GFP cells were stained with DAPI and SynaptoRed (Fig. 5a). Localisation of the ribosome during sporulation in the 3KO-RpsB-GFP strain is very similar to the WT-RpsB-GFP strain. Briefly, during the exponential growth ribosomal localisation is rather uniform with the ribosomes segregating to the cell poles at T1 and then, to the asymmetric septum at the mother cell side. After the forespore engulfment around 4 h post sporulation induction, the fluorescence signal is gradually increasing in the spore suggesting ribosomes packing and spore maturation. However, as mentioned above, asymmetric septation in the 3KO strain is delayed with less forespores being formed by T3 compared to WT-RpsB-GFP. Also, we noticed that although spore morphology appears normal under the confocal microscope, much less spores are being released by the mother cells, which seem to not undergo autolysis as efficiently as the WT cells, or the autolysis is much delayed.

**Fig. 5:**
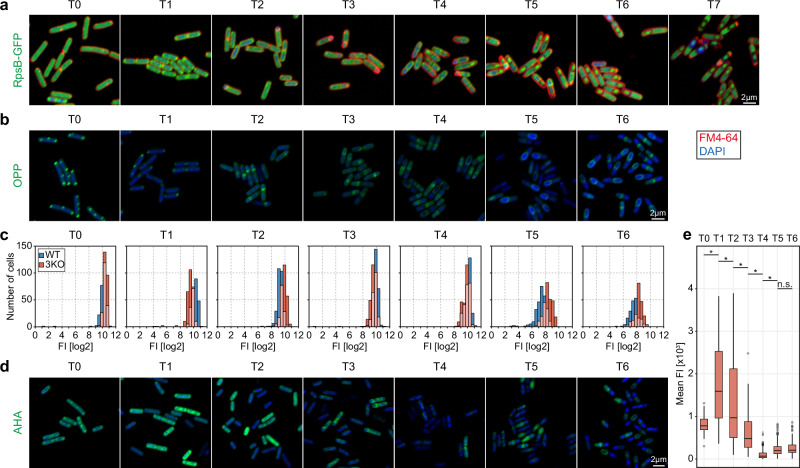
Translation in the 3KO mutant is dysregulated in late sporulation. **a** Sporulation process of *B. subtilis* 3KO-RpsB-GFP cells. Cells were stained with DAPI to visualise the chromosome and SynaptoRed to track the asymmetric septation and sporulation progress. Samples were taken before sporulation induction (T0) and then hourly until T7, 7 h post sporulation induction. Images of representative cells obtained from two biological replicates. Scale bar is 2 µm. **b** Microscopic images of 3KO cells treated with OPP and stained with Alexa 488 and DAPI, illustrating active translation during six hours of sporulation (T0–T6). Images of representative cells obtained from two biological replicates. Scale bar is 2 µm. **c** Histograms of mean log2 transformed fluorescence intensity of OPP-Alexa 488 in WT (blue) and 3KO (orange) populations during sporulation. In late sporulation mean fluorescence is higher in 3KO and in T6 two subpopulations of the 3KO strain emerge. The overlapping portions of histograms are in light orange. The cell lengths were normalised and fluorescence was measured along a line drawn across the cell long axis. **d** Microscopic images of 3KO cells treated with AHA and stained with Alexa 488 and DAPI, illustrating location of newly synthesized proteins throughout the process of sporulation (T0–T6). Scale bar is 2 µm. **e** Box and whiskers plots of mean AHA-Alexa 488 fluorescence intensity measured for 3KO cells during the sporulation process (*n*: T0 – 121, T1 – 206, T2 – 260, T3 – 260, T4 – 260, T5 – 260, T6 – 260). The plot illustrates fluctuations in the amount of newly synthesised proteins and changes in the population distribution at each timepoint during sporulation (two-sided Kruskal–Wallis, chi-squared = 1314.6, df = 6, *p*-value < 2.2e−16, asterisks indicate statistically significant pairs in post-hoc test [*p* < 0.05], T0 vs T1: *p*-value = 0.010706683; T1 vs T2: *p*-value = 0.006432589; T2 vs T3: *p*-value = 7.83E−10; T3 vs T4: *p*-value = 2.79E−79; T4 vs T5: *p*-value = 2.04E−17; T5 vs T6: *p*-value = 1). Centre line: median. Box: 25–75th percentiles (IQR). Whiskers: min/max values. Dots: outliers (1.5 * IQR). Source data are provided as a Source Data file.

We then investigated active translation during sporulation (T0–T6) in situ in the 3KO strain using puromycin analog, OPP (Fig. 5b). We measured mean fluorescence intensities per cell compared these with the WT values (Fig. 5c) and showed that translation was gradually decreasing throughout the sporulation process. Both the localisation of active translation and fluorescence intensities between the 3KO and WT strains were very similar until T5. Five and six hours post sporulation induction however, the distributions of mean fluorescence intensity in 3KO were significantly different to WT (Kolmogorov–Smirnoff, WT vs 3KO at T5: D = 0.55314, *p* < 2.2e−16; WT vs 3KO at T6: D = 0.56854, *p* < 2.2e−16). 3KO showed higher mean fluorescence which suggests dysregulated translation, specifically disrupted translation silencing in the mother cell. This stays in agreement with our ribosome profiling data. To investigate how this relates to the cellular fates and amounts of newly synthesised peptides in 3KO, we used the methionine derivative AHA (Fig. 5d, e) and performed Kruskal–Wallis test with Dunn’s post hoc tests with Bonferroni correction (Supplementary Data 2). As expected, during exponential growth the localisation and distribution of fluorescence intensities were very similar to WT, following normal distribution. One hour post sporulation induction the population became very heterogenous with increased mean fluorescence compared to WT. The considerable heterogeneity and higher mean values in comparison to WT continued in T2 and T3, with the mean fluorescence intensities gradually decreasing until 4 h post sporulation induction, when the population reached minimum mean fluorescence intensity values with a narrow interquartile rage. In T5 and T6 the amount of newly synthesised proteins however began to increase, unlike in WT, which points towards imbalanced translation regulation in late sporulation and correlates with ribosome profiling data and other microscopic observations presented here.

## Discussion

Translation is the most metabolically demanding process in a bacterial cell^37^ and as such must be tightly regulated upon major metabolic and morphological changes such as sporulation. Here, we show that translation in *B. subtilis* is organized both temporally and spatially during sporulation and that translational efficiency gradually decreases throughout the process. Our results complete the published transcriptome data^4,36^, by adding an extra layer of information regarding *B. subtilis* translatome throughout sporulation.

Analysis of translation dynamics of genes involved in sporulation revealed distinct temporal patterns associated with functional categories at different stages of sporulation. The most highly translated CDSs included ribosomal genes and translation factors during logarithmic and early sporulation stages (cluster 3, T0–T4) and the *ssp* genes with a number of y-genes related to late sporulation (cluster 8, T4–T7). Although upon entry into quiescence and in stringent response translation of the *rrn* genes and rRNA synthesis is inhibited^16,38^, the presence of steady state levels of translational machinery has been reported in stringent response^39^ and in sporulation, until forespore engulfment^40^. However, translation does decrease gradually throughout the process of sporulation which can be seen from the decreasing TE values and ribosomal pausing at SD sites in late sporulation. Since translation initiation is often a rate limiting factor in translation, the accumulation of RPFs at SD sequence and start codons suggests prolonged initiation times and therefore lower translation levels^41^. Very high expression values of the late sporulation genes in cluster 8 can be assigned to the spore σ^G^ regulon, which points to a high translational activity of the spore. Indeed, although the overall translation decreases, data presented here suggests that spores should not be viewed as translationally inactive throughout the process of sporulation. In fact, more evidence is emerging indicating spore transcriptional and translation activity during periods of supposed inertness^13,40,42^.

Using fluorescence microscopy, we showed in situ that translation and translational machinery are subcellularly localised in *B. subtilis* during sporulation. Data collected here stay in agreement with the seminal paper by Johnson et al.^17^ on uncoupled transcription and translation in *B. subtilis*. As shown above, translation during logarithmic growth localizes to the cell poles at some distance away from the centrally located chromosome, where transcription takes place^30^. Ribosomal subunits are diffused in the cytoplasm and assemble at sites of active translation^39^, which is demonstrated by differences if the fluorescence intensity plots of RpsB-GFP and Alexa-labelled OPP-arrested ribosomes. In response to nutrient limitation (T1) the bacterial population becomes heterogenous in terms of nascent peptide synthesis. This illustrates the bimodal differentiation during sporulation induction – a regulatory mechanisms in which two populations emerge in anticipation for a change in the environmental conditions^43^. Interestingly, at T1 we also noticed a decrease in the active translation levels at one of the cell poles. In light of the recent research on the localisation and mechanism of the asymmetric division machinery^44,45^, we wonder whether such decrease in translation activity might possibly be in preparation for the asymmetric septation at a selected cell pole. Based on the OPP assay we were also able to identify two events of translation silencing in the mother cell – immediately prior to the asymmetric septation (T2) and at the final stages of sporulation (T6). This corresponds well with the levels of nascent peptide synthesis which decrease at T3 resulting in a heterogenous population, and then in T6 when the decrease is more evident and the population is more homogenous. Interestingly, translation silencing at T2 was accompanied by the loss of polar localisation of ribosomes. We hypothesise that such loss of localisation and transient translational halt, together with asymmetric septation and chromosome translocation, are necessary steps during sporulation initiation.

Zinc is a required metal as it is a cofactor for many essential proteins and its intracellular levels are tightly regulated in *B. subtilis*. Three paralogous ribosomal proteins, RpmEB, RpmGC and RpsNB, take part in the zinc starvation response by mobilizing zinc from ribosomes or allowing zinc-independent ribosome assembly^34^. However, a regulatory role of such zinc depleted ribosomes in sporulation has been understudied^27^. The 3KO strain showed extended times of sporulation initiation and delayed germination, although a similar number of spores was produced compared to WT. This stays in agreement with Mutlu et al.^46^, who reported that a delay in sporulation timing has negative effects on the spore ability for successful revival. It should also be noted however that the 3KO strain showed decreased mother cell lysis which could potentially results in prolonged germination times due to less spores being released. Based on the translatome data, we showed that the effects of the triple deletion of the zinc-independent paralogs were pleiotropic during sporulation in *B. subtilis*. In early sporulation the most affected cellular functions were downregulated sporulation with decreased levels of *spoIIE* and *spoIIGA*, stress response and metabolism, suggesting an extended period of bimodal differentiation in 3KO. Such dysregulated cell response continued up to late sporulation, with most pronounced difference at T7. Although zinc can be linked to the C-1 metabolism including synthesis of purines, serine, glycine, methionine and formylmethionyl-tRNA which also affect translation^47^, these pathways did not differ significantly in our dataset. Zinc limitation as a common factor behind the observed effects cannot be definitely eliminated here however, we find this rather unlikely as none of the zur regulon genes were significantly upregulated in 3KO^28^. Rather, translation of peptidoglycan synthesis and turnover, metabolism and ribosomal proteins was increased in T7, which does not point towards zinc deprivation conditions. Therefore, we propose that the lack of the subpopulation of ribosomes carrying zinc independent paralogs of ribosomal proteins results in the cell’s inability to adequately silence translation in preparation for dormancy which appears to be essential for proper spore formation and germination. This may indicate ribosomal finetuning or a regulatory role of a subpopulation of zinc depleted ribosomes during sporulation and growth arrest in *B. subtilis*. However, more data including in vitro experiments is needed to prove this.

We confirmed the extended bimodal differentiation and the resulting populational heterogeneity of translation levels in 3KO cells in situ. The 3KO strain also showed discrepancies in the translational silencing pattern that we identified in WT. The lack of zinc-independent ribosomal proteins may therefore disrupt the adaptation of translational machinery in preparation for dormancy and affect the ribosome dynamics. Although the mechanisms used by the cell to adapt to translation silencing during sporulation and growth arrest are not well understood^48^, the change in protein composition of the ribosome may play a substantial role.

Post-transcriptional control of gene expression and the regulatory role of ribosomes in translation especially in the conditions of growth arrest and quiescence are still underexplored^48^. Here we showed that the *B. subtilis* cell entering dormancy upon nutrient limitation remains levels of translational activity and moreover, precisely controls them spatially and temporally during the process of sporulation.

## Methods

### Strains and growth conditions

*B. subtilis* 168 strain was used as a wild type and the remaining strains are derivatives thereof, as listed in Supplementary Table 2a. The strains were grown overnight in LB medium at 30 °C with shaking then diluted to OD_600_ = 0.1 in CH medium^49^ and grown until OD_600_ reached 0.5–0.6, at 37 °C with shaking. Sporulation was induced by medium exchange to sporulation medium as described by Sterlini and Mandelstam (1968)^50^, except the cells were harvested by filtration and filters were transferred into the culture flasks. The sporulation medium was supplemented with 3% v/v of the culture in the CH medium at OD_600_ = 0.5–0.6 to promote sporulation.

### Strains construction

The list of primers and plasmids used in this study are listed in Supplementary Table 2b and c, respectively.

To construct the 3KO mutant, competent cells of *B. subtilis* strains were transformed using standard techniques^51^ with linear ~5 kb DNA constructs prepared by overlap PCR method^52^. The knock-out mutations were performed sequentially by introducing one KO at a time. The DNA constructs were prepared by PCR amplification and then fusion of the following: approximately 2 kb genomic fragments upstream and downstream of the gene of interest were amplified from *B. subtilis* chromosomal DNA using primers UPFOR/UPREV and DOWNFOR/DOWNREV, separate for each gene; an antibiotic cassette was amplified by PCR from an appropriate plasmid using primer pair MIDFOR/MIDREV, specific for each gene (Supplementary Table 2b, c). PCR amplification of the resistance cassette introduced flanking regions of the genomic locus of the gene of interest to both sides of the cassette (Supplementary Table 2c). The fragments were then fused in a secondary PCR amplification resulting in an approximately 5 kb linear DNA product. In the triple knock-out strain the paralogs of ribosomal protein genes *rpmEB* (BSU_30700), *rpsNB* (BSU_08880) and *rpmGC* (new_2477758_2477958_c) were replaced with kanamycin, chloramphenicol and erythromycin antibiotic cassettes respectively and the transformants were selected on nutrient agar plates with appropriate selection. The results of transformation were verified by PCR and Sanger sequencing of the relevant genomic regions.

In the WT-RpsB-GFP and 3KO-RpsB-GFP strains, the RpsB ribosomal protein was tagged with GFP at the C-terminus. The fusion was performed by a double cross-over and integrated into the chromosome in the native locus. The tag was introduced by transforming the competent *B. subtilis* cells^51^ with a linear DNA construct prepared by overlap PCR method^52^. The 5.6 kb DNA construct consisted of two genomic regions 2 kb upstream and downstream of the STOP codon of *rpsB* gene amplified from the genomic DNA of *B. subtilis* using UPFOR/UPREV and DOWNFOR/DOWNREV primers, and gfp tag and spectinomycin resistance cassette were amplified from pSHP2 plasmid with MIDFOR/MIDREV primers introducing appropriate flanking regions (Supplementary Table 2b, c). The STOP codon of *rpsB* was omitted. The transformants were selected on nutrient agar plates with spectinomycin and the results of transformations were verified by PCR and visually (expression of GFP). The WT-RpsB-GFP-RpmEB-mCherry strain with fluorescently tagged RpmEB with mCherry at the C terminus was constructed analogously. The competent WT-RpsB-GFP strain was transformed with a linear construct carrying the mCherry gene and chloramphenicol resistance cassette from the pMCL200 plasmid (Supplementary Table 2b, c). The fusion was performed by a double cross-over in the native locus (*rpmEB*).

### Sporulation/Germination efficiency assay

WT and 3KO strains were grown and induced to sporulate as described above. Spores were left to mature overnight at 37 °C with shaking. Spore suspensions were diluted to OD_600_ = 1.5 and divided into two aliquotes of 250 ul. One aliquot was heat treated for 40 min at 90 °C and the second was not (control). Three dilutions of heat treated and control aliquots were streaked on nutrient agar plates and incubated overnight at 30 °C. Sporulation/germination efficiency was calculated as (CFU heat treated/CFU control)*100%. This was done in triplicate for each strain and mean value was calculated.

### RNA isolation, library preparation and sequencing

RNA was isolated from sporulating WT and 3KO strains. Cultures were harvested hourly for seven hours into sporulation, beginning at T0 (prior to sporulation induction), resulting in a total of eight timepoints. Before harvesting, cultures were treated with 0.3 mM chloramphenicol. Cells were collected by filtration and flash frozen in liquid nitrogen. Purification of mRNA, ribosomal footprint isolation and library preparation was performed as described earlier^53^. Briefly, frozen pellets were ground using mortar and pestle with the addition of aluminium oxide and lysis buffer (20 mM TRIS pH 7.6, 10 mM MgAcet, 150 mM KAcet, 0.4% TRITON X-100, 6 mM β-mercaptoethanol, 5 mM CaCl2, 1 mM chloramphenicol, with 2 mM GMP-PNP and 100 U/mL of DNAse I). The extracted total RNA was used for purification of mRNA and ribosomal footprint isolation. rRNA depletion was performed with Invitrogen Microbexpress kit to yield mRNA which was then fragmented by alkaline hydrolysis (2x alkaline hydrolysis buffer: 220 μL of 0.1 M NaHCO3, 30 μL of 0.1 M Na2CO3 and 1 μL of 0.5 M EDTA, samples were incubated at 95 °C for 25 minutes). Ribosomal footprint isolation was performed by MNase digestion of the total RNA (per 1 mg of RNA, 3.8 μL of 187.5 U/μL Mnase in 10 mM Tris pH 8 was added and incubated at 25 °C, for 45 min with mixing, 300 RPM) followed by size selection using polyacrylamide gel electrophoresis. The obtained mRNA fragments and ribosomal footprints were end-repaired (dephosphorylation of 3’ ends at 37 °C for 1.5 h, followed by phosphorylation of 5’ ends at 37 °C for 1 h in the presence of ATP, using T4 PNK) and used for preparation of cDNA sequencing libraries with NEBNext Multiplex Small RNA Library Prep Set for Illumina, according to the manufacturer’s guidelines. Sequencing was performed on an Illumina NextSeq500 by Genomed S.A. (Warsaw, Poland) and Genome Facility at CeNT (Warsaw, Poland); single-end 50 bp reads were sequenced.

### Sequencing data analysis

FastQC^54^ reports were utilized to assess raw data quality. Following this step, the removal of adaptors and low-quality sequences was performed using TrimGalore!^55^ software. The Bowtie^56^ tool was employed to eliminate sequences corresponding to tRNA and rRNA using genome reference data (RefSeq: NC_000964.3). For RIBO-seq data, filtering was applied, retaining only sequences between 15-32 nucleotides in length. After preprocessing, the FastQC^54^ tool was used for quality control. Length distribution plots were created to analyze the read length distribution of the RIBO-seq data. The clean and trimmed data was mapped to the genome using STAR^57^, with a tolerance of up to 4% mismatch in read length and exclusion of splicing. The resulting BAM files were sorted and indexed using the sambamba^58^ software. Uniquely mapped reads were counted using featureCounts^59^, employing gene and UTR annotations from the BSGatlas^60^ database, with a minimum overlap of 4 nucleotides. To produce comprehensive statistics, tables summarizing the trimming, filtering, mapping, and counting steps were created (Supplementary Data 5). 

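The counting tables of the supplement can be set beside the deposited counts. Summed over the 4332 CDSs, 2761 5′UTRs, 1449 3′UTRs and 1125 internal UTRs of the files, the reads of all 32 RNA-seq libraries equal those of Supplementary Data 5 for each kind of feature. By the supplement's own numbers, 23114051 to 56673319 reads were sequenced per WT library and 21701891 to 59404530 per 3KO library, of which rRNA made up 48.2% to 79.7% in WT and 42.7% to 79.4% in 3KO, and tRNA 10.3% to 35.9% and 9.88% to 28.8%. From 656008 to 7969638 reads mapped uniquely in WT and 825442 to 11237748 in 3KO. Of these, CDSs took 63.7% to 88.6% in WT and 70.7% to 88.0% in 3KO.

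The share of counted reads in 5′UTRs rose late in both strains, from 2.42% ± 0.15 (SD, n = 2) at T0 to 10.2% ± 1.14 (SD, n = 2) at T7 in WT and from 2.87% ± 0.21 (SD, n = 2) to 7.40% ± 1.56 (SD, n = 2) in 3KO. Much of this rise lay in a single 5′UTR, BSGatlas-5'UTR-695, which had the most reads in each library of T7. Without the 5′UTR with the most reads in each library, the shares of the WT replicates were 2.09% and 2.34% at T0 and 5.82% and 5.58% at T7. Those of the 3KO replicates were 2.39% and 2.79% at T0 and 4.47% and 3.81% at T7.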

Subsequently, the normalization of read counts was carried out using the Transcripts Per Million (TPM) method for CDS, UTR, and combined data. Spearman correlations were calculated between biological replicates at all time points, using the cor function from the standard R stats package. 

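Spearman's rho between the RNA-seq replicates, across CDSs by TPM, was lowest at T6 in both strains. It was 0.870 at T6 and 0.972 at T2, the lowest and highest of 8 WT timepoints with a median of 0.928, and 0.888 at T6 and 0.983 at T1 in 3KO with a median of 0.949. These values equal those in the source data of Supplementary Figs. 1e and 2e. Genes are not independent replicates, and no test was made.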

Translation efficiency was determined by dividing normalized RIBO-seq data by RNA-seq data for all coding sequence regions. Heatmaps were created using normalized RIBO-seq data, focusing on sporulation genes (Supplementary Data 1) and sigma factor regulons (sigA, sigE, sigF, sigG, sigH, and sigK). Highly expressed genes were selected based on a threshold of average TPM values across all time points, set at 100. The K-means clustering algorithm was utilized to cluster into a predefined number of groups (8). For RIBO-seq data, BAM files were converted to BED format and subjected to metagene analysis with the STATR^61^ tool. Metagene plots were generated for footprint lengths of 20 and 24 nucleotides. Furthermore, average coverage plots for all genes and clusters of genes were produced using the DeepTools^62^ library using BPM normalization (bins per million mapped reads). 

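Principal components of the log2 TPM of all CDSs, centred, held 59.2% and 20.0% of the variance of the 16 WT libraries in the first and second components, and 58.6% and 22.0% for 3KO. With each CDS scaled to the same variance, the shares were 52.6% and 17.0% for WT and 52.0% and 19.5% for 3KO. No batch correction was applied for these components.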

Principal Component Analysis (PCA) was conducted, and normalized data was used to generate plots to explore structure and variability. Differential gene expression analysis was carried out on RNA-seq and RIBO-seq data using the DEBrowser^63^ tool and the DESeq2^64^ library. 

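In the fit of all libraries 3KO RNA differed from WT in few genes, and the difference that held in all 8 timepoints lay beside a deleted gene. The libraries of T7 fitted alone gave many more calls, as given below. *luxS*, for the synthesis of a signalling molecule, and *ytiB*, for a carbonic anhydrase, follow *rpmEB* on the same strand (3137495 to 3137968 and 3138321 to 3138884, with *rpmEB* at 3138978 to 3139226, on NC_000964.3). *ytiB* had 1560 ± 271 CPM (SD, n = 2) in 3KO and 64.2 ± 17.3 (SD, n = 2) in WT at T0, a log2 fold change of 4.61 (standard error 0.53, adjusted p = 2.3e-05 from edgeR's quasi-likelihood test), and 4.30 (0.56) at T7. *luxS* was higher by 3.84 (0.37) at T0 and 4.04 (0.39) at T7. *yqjN*, beside *rpmGC*, was higher by 2.46 (0.39) at T0, a call lost without WT T0 replicate 1, and passed in 6 of 8 timepoints. Its call was also lost without WT T2 replicate 1 at T2, without WT T3 replicate 1 at T3, and in 3 of 4 fits without 1 library at T6, where it ran from 1.41 to 3.03. Of 35 tested CDSs within 5 kb of a deleted gene these 3 were higher, all among the 11 that lie downstream on the same strand.

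At T1 *frlO*, *frlM* and *frlD* for fructosamine use were lower in 3KO, by −1.997 (standard error 0.39), −2.19 (0.46) and −2.26 (0.41), and these calls were lost without WT T1 replicate 2, 3KO T1 replicate 1 or 3KO T1 replicate 2. *frlO* is the only CDS whose change from T0 to T1 differed between strains, by −3.27 (0.57, adjusted p = 0.042 from the same test). The call was lost in 6 of 8 fits without 1 library, without a filter, with either replicate block and with only the libraries of the comparison, and thinning called 23 other CDSs. In the other 6 steps 0 CDSs differed, with 29 to 503 at an unadjusted p under 0.05. DESeq2 called 46 at T6 and 0 in the other 5 of these. Without 3KO T6 replicate 2 the T6 step differed in 100 CDSs and without WT T5 replicate 1 in 3, and the T2 step differed in 1 without WT T1 replicate 1 and in 7 after thinning. At T3 *sda*, for an inhibitor of sporulation initiation, and *yozC* were lower by −2.32 (0.40) and −3.02 (0.59), each lost without WT T3 replicate 2, 3KO T3 replicate 1 or 3KO T3 replicate 2. At T7 *gpsB* for cell division was higher by 1.91 (0.34), lost without WT T7 replicate 1, WT T7 replicate 2 or 3KO T7 replicate 1, and *yfiG* lower by −2.59 (0.41), lost without WT T7 replicate 2 or 3KO T7 replicate 2. *sda* falls outside the rule for named genes and was singled out after its value was seen. In all, 5, 8, 4, 6, 4, 2, 3 and 4 CDSs passed from T0 to T7, and DESeq2 called 5, 28, 4, 11, 5, 55, 17 and 12. With only the libraries of the comparison, 607 were called at T7, 3 at T1 and 0 at T0, T3, T4, T5 and T6. In the fits without 1 library the number reached 31 at T0 (without WT T0 replicate 2) and 286 at T5 (without WT T5 replicate 1), ran from 4 to 28 at T1, and stayed between 2 and 7 at the other timepoints. With a replicate block within each timepoint, chosen after seeing the data, 6, 5, 4, 7, 4, 2, 2 and 5 were called, and with the 3KO numbers also crossed at T6 6, 28, 5, 9, 4, 117, 8 and 11.

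At each timepoint 0 of the 788 tested members of the 4 regulons and the 22 gene lists passed over all CDSs in edgeR's fit of all libraries, with 9, 35, 10, 14, 14, 72, 38 and 47 at an unadjusted p under 0.05 from T0 to T7, and DESeq2 called 0, 12, 0, 1, 0, 12, 2 and 2. In edgeR's fit of the 4 libraries of T7 alone, 76 of 125 CDSs of σ K were higher and 1 lower. Of 141 CDSs of σ G, 77 were lower and 1 higher. The medians at T7 in the fit of all libraries were 0.84 for σ K and −0.82 for σ G. In the fit of all libraries, adjusted over the list alone, 8 of 15 initiation genes and all 5 each for dipeptide uptake and glycogen synthesis were lower at T1, and 9 of 9 for histidine and proline utilisation and 7 of 7 for branched-chain keto-acid use were lower at T5. The medians were −0.83, −1.83, −1.92, −4.34 and −2.55, with camera adjusted p of 3.6e-08, 1.1e-11, 1.1e-11, 8.7e-08 and 2.2e-06, and adjusted p = 0.18, 0.18, 0.18, 0.93 and 0.99 with the estimated correlation. The paper reports these processes as lower in 3KO footprints at the same timepoints, so picking these lists out here is not independent of it. At T1 motility and chemotaxis genes were higher by a median of 0.43 and competence genes lower by −0.70 (camera adjusted p = 1.4e-08 and 0.0015, and 0.99 for each with the estimated correlation), and 0 of their genes passed over the list alone. Without WT T1 replicate 2 the T1 medians of dipeptide uptake and glycogen synthesis were −0.73 and −0.82. The T5 differences come mostly from WT T5 replicate 2, which stands apart. Without it the medians were −0.83 for histidine and proline utilisation and −0.60 for branched-chain keto-acid use.

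The authors' own deposited DESeq2 tables hold 7, 83, 18, 10, 4, 86, 2 and 291 CDSs at the same thresholds from T0 to T7, and 4, 8, 4, 6, 4, 2, 2 and 4 of these were also called here. At T1 theirs include as lower 7 of 15 initiation genes, 9 of 9 for arginine synthesis and all 5 each for dipeptide uptake and glycogen synthesis. At T5 they include as lower 8 of 9 for histidine and proline utilisation and 6 of 7 for branched-chain keto-acid use. In these lists they called 0 higher at these timepoints. At T7, 2957 of the 4332 adjusted p in their table equal 1.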

Correlation plots of log2FoldChange between experiments were produced, with sigma factor regulons obtained from SubtiWiki^29^ highlighted for reference. Pearson R2 values were obtained using the cor function from the standard R stats package.

### Confocal microscopy

Confocal microscopy was carried out with an inverted confocal system Nikon C1. Images were taken with Plan-Apo VC 100×/1.40 oil immersion objective. GFP/Alexa 488 were excited at 488 nm, DAPI at 408 nm, SynaptoRed at 543 nm. The fluorescence signals were collected using filter sets: 515/30 nm for GFP/Alexa 488, 480/40 nm for DAPI and 610LP nm for SynaptoRed. Imaging of specimens having more than one fluorophore was performed in a sequential scan mode to prevent bleed-through of signal. *B. subtilis* strains were grown and sporulation was induced as described above. Aliquots of the cultures were sampled every hour for seven hours into sporulation, beginning at time T_0_ – prior to sporulation induction. Cells were immobilised on a glass microscope slides covered with a thin film of 1% agarose and a cover slip. Unless stated otherwise, the cells were visualised with SyanptoRed dye at a final concentration of 10 μg ml^−1^ and 4′,6-diamidino-2-phenylindole (DAPI) dye at a final concentration of 5 μg ml^−1^. For translation visualisation, cells were incubated with O-propargyl-puromycin (OPP) using Click-iT® Plus OPP Alexa Fluor® 488 Protein Synthesis Assay Kit (Invitrogen) according to the manufacturer’s guidelines. Briefly, cells we incubated with 13 μM OPP for 30 min at 37 °C with shaking. Cells were then fixed with 3.7% formaldehyde and permeabilized with 0.1% Triton X-100. Fluorescent labelling was performed for 30 min with Alexa Fluor 488 reaction cocktail. For visualisation of protein synthesis, Click-iT® AHA Alexa Fluor® 488 Protein Synthesis HCS Assay (Invitrogen) kit was used. Cells were incubated with methionine analog, L-azidohomoalaine (AHA), for 30 min at 37 °C with shaking, at final concentration of 50 µM. Cells were fixed with 3.7% formaldehyde and permeabilized with 0.1% Triton X-100. Fluorescent labelling was performed for 30 min with Alexa Fluor® 488 reaction cocktail. In both OPP and AHA experiments cells were stained with DAPI.

### Microscopy data analysis

Images were analysed using ImageJ^65^ and the statistical analyses were performed in R^66^. Sporulation efficiency was calculated as the ratio between cells with asymmetric septum and cells without, for both WT and 3KO strains (*n* > 600), at 2, 3, and 4 hours post sporulation induction (Supplementary Table 1a). Differences in sporulation efficiency between the strains were statistically examined using Fisher’s exact test. For fluorescence localization measurements, a 1p line was drawn across the cells (region of interest, ROI), in the middle. The cell lengths were normalised to 100% and the mean fluorescence intensities across the line were recorded and visualised, error bars represent standard deviation (SD). For WT-RpsB-GFP observations, the following number of cells were measured: T0 – 109, T1 – 110, T2 – 110, T3 – 119, T4 – 116, T5 – 120, T6 – 120 (Fig. 3b). In the OPP assay, the following number of WT cells were measured: T0 – 226, T1 – 226, T2 – 226, T3 – 226, T4 – 226, T5 – 208, T6 – 226 (Fig. 3d). For fluorescence intensity measurements, a 6p line was drawn across each cell, in the middle (ROI, *n* > 250). Fluorescence was recorded and mean values were calculated for each cell. This data was used to construct histograms and box-and-whiskers plots. In the OPP assay, the following number of WT cells was calculated: T0 – 263, T1 – 255, T2 – 279, T3 – 270, T4 – 270, T5 – 275, T6 – 187; and the following number of 3KO cells: T0 – 265, T1 – 265, T2 – 278, T3 – 270, T4 – 270, T5 – 275, T6 – 220 (Fig. 5c). In the AHA assay the following number of WT cells was calculated: T0 – 146, T1 – 280, T2 – 280, T3 – 280, T4 – 280, T5 – 280, T6 – 196 (Fig. 3f); and the following number of 3KO cells: T0 – 121, T1 – 206, T2 – 260, T3 – 260, T4 – 260, T5 – 260, T6 – 260 (Fig. 5e). To compare the distribution of fluorescence intensities between WT and 3KO strains in the OPP assay, two-sided Kolmogorov–Smirnoff test was used. To investigate differences between the fluorescence intensities in the AHA assay between the consecutive timepoints for each strain, two-sided Kruskal–Wallis test with Dunn’s post-hoc tests with Bonferroni correction was used.

### Ribosome purification and mass spectrometry

Ribosomes were purified from WT and 3KO strains harvested at 3 h post sporulation induction. Cells were harvested by filtration and flash freezing and the lysates were prepared as described above. Lysates were separated on 5–30% sucrose gradients prepared in polysome buffer (20 mM Tris-HCl, 10 mM MgAcet, 5 mM KAcet, 100 mM NH_4_Cl) by ultracentrifugation in a Thermo Scientific Sorval WX Ultra Series ultracentrifuge for three hours at r_max_ of 134.161 × *g* at 28.000 rpm, 4 °C using a Thermo Scientific Th-641 swinging bucket rotor. Samples were collected using Biocomp fractionator based on UV profile and monosome containing fractions were collected for mass spectrometry analysis. The collected samples were subjected to chloroform/methanol precipitation and the resulting protein pellets were washed with methanol. The pellets were air-dried for 10 min and resuspended in 100 mM HEPES pH 8.0. TCEP (final conc. 10 mM) and chloroacetamide (final conc. 40 mM). Trypsin was added in a 1:100 enzyme-to-protein ratio and incubated overnight at 37°. The digestion was terminated by the addition of trifluoroacetic acid (TFA, final conc. 1%). The resulting peptides were labelled using an on-(StageTip) column TMT labelling protocol^67^. Peptides were eluted with 60 μl 60% acetonitrile/0.1% formic acid in water. Equal volumes of each sample were pooled into two TMT12plex samples and dried using a SpeedVac concentrator. Peptides were then loaded on StageTip columns and washed with 0.1% TEA/5%ACN, eluted with 0.1% TEA/50%ACN, and dried using a SpeedVac concentrator. Prior to LC-MS measurement, the peptide fractions were dissolved in 0.1% TFA, 2% acetonitrile in water. Chromatographic separation was performed on an Easy-Spray Acclaim PepMap column 50 cm long × 75 µm inner diameter (Thermo Fisher Scientific) at 55 °C by applying 180 min acetonitrile gradients in 0.1% aqueous formic acid at a flow rate of 300 nl/min. An UltiMate 3000 nano-LC system was coupled to a Q Exactive HF-X mass spectrometer via an easy-spray source (all Thermo Fisher Scientific). The Q Exactive HF-X was operated in TMT mode with survey scans acquired at a resolution of 60,000 at m/z 200. Up to 15 of the most abundant isotope patterns with charges 2–5 from the survey scan were selected with an isolation window of 0.7 m/z and fragmented by higher-energy collision dissociation (HCD) with normalized collision energies of 32, while the dynamic exclusion was set to 35 s. The maximum ion injection times for the survey scan and the MS/MS scans (acquired with a resolution of 45,000 at m/z 200) were 50 and 96 ms, respectively. The ion target value for MS was set to 3e6 and for MS/MS to 1e5, and the minimum AGC target was set to 1e3. Data was processed with MaxQuant v. 1.6.17.0^68^, and peptides were identified from the MS/MS spectra searched against a modified Uniprot *Bacillus subtilis* reference proteome (UP000001570 was extended by four entries: protein RpsN1 sequence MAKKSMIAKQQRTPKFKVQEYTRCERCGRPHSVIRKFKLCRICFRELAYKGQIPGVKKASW; protein RpsN2 sequence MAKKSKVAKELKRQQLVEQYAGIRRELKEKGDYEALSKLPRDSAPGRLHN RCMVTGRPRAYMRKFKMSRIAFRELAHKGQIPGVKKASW; protein RpmG2 sequence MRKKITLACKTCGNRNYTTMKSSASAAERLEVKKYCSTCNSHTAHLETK; protein RpmG3 sequence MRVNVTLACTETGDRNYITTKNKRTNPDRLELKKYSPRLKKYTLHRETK) using the built-in Andromeda search engine. Reporter ion MS2-based quantification was applied with reporter mass tolerance = 0.003 Da and min. reporter PIF = 0.75. Normalization was selected, weighted ratio to all TMT channels. Cysteine carbamidomethylation was set as a fixed modification and methionine oxidation as well as glutamine/asparagine deamination were set as variable modifications. For in silico digests of the reference proteome, cleavages of arginine or lysine followed by any amino acid were allowed (trypsin/P), and up to two missed cleavages were allowed. The false discovery rate (FDR) was set to 0.01 for peptides, proteins, and sites. A match between runs was enabled. Other parameters were used as pre-set in the software. Unique and razor peptides were used for quantification enabling protein grouping (razor peptides are the peptides uniquely assigned to protein groups and not to individual proteins). Reporter intensity corrected values for protein groups were loaded into Perseus v. 1.6.10.0^69^. Standard filtering steps were applied to clean up the dataset: reverse (matched to decoy database), only identified by site, and potential contaminant (from a list of commonly occurring contaminants included in MaxQuant) protein groups were removed. Next, all proteins except for the ribosomal proteins were removed. Reporter intensity corrected values were log2 transformed, normalized by median subtraction within the samples (TMT channels), and Log2FC 3KO vs WT values were calculated.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

### Source data

Source Data

## Data Availability

The mass spectrometry proteomics data generated in this study have been deposited in the ProteomeXchange Consortium^70^ via the PRIDE^71^ partner repository under accession code PXD047497. The RNA-seq and RIBO-seq data generated in this study have been deposited in the NCBI’s Gene Expression Omnibus^72^ database under accession code GSE249450. Source data are provided with this paper.

# Supplementary material for: Translation in Bacillus subtilis is spatially and temporally coordinated during sporulation
**Source:** Nat Commun. 2024 Aug 21;15:7188. doi: 10.1038/s41467-024-51654-6
**Supplement:** Supplementary file 1 — Supplementary Information

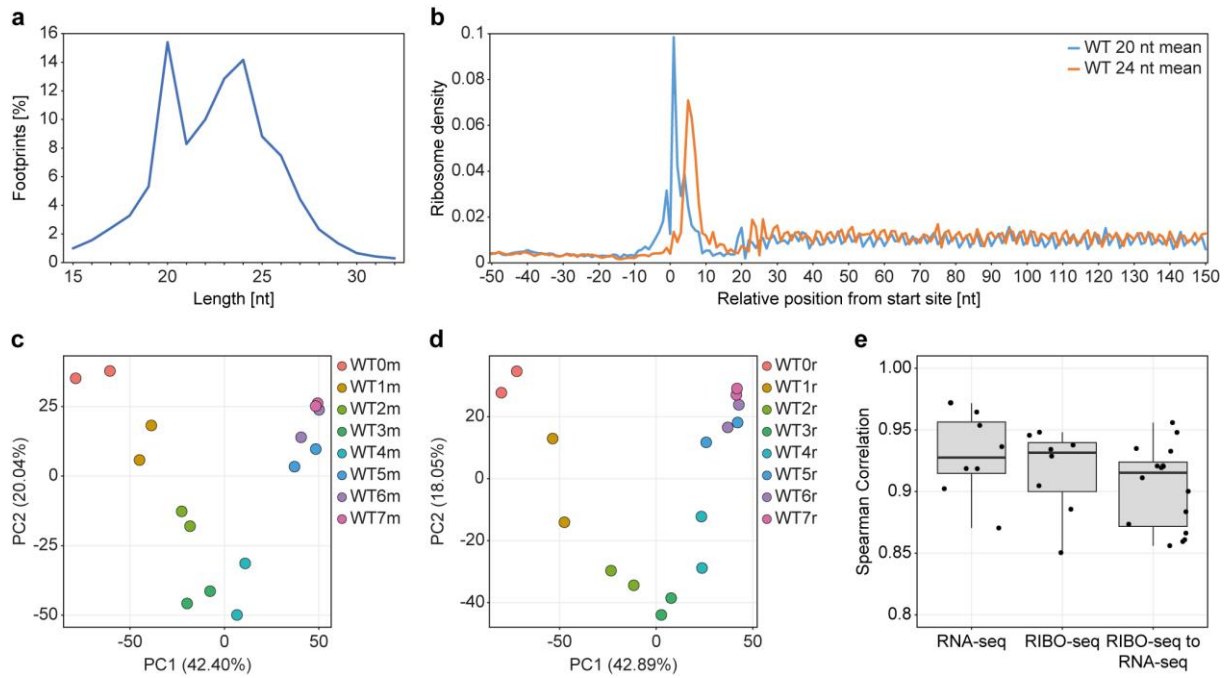

**Supplementary Fig. 1.** Quality Control of WT Data. **(a)** Length distribution of ribosomal footprints (RPFs) from all timepoints with duplicates. **(b)** Metagene plots of 3' assigned RPFs on ORF for 20 (blue) and 24 nt long (orange) footprints. **(c)** and **(d)** Principal component analysis plots of duplicate samples of the transcriptome (RNA-seq) and translome (RIBO-seq) data for sporulating *Bacillus subtilis* at different timepoints: 0 to 7 hours post sporulation induction. **(e)** Distribution of Spearman's rho correlation values between duplicates for RNA-seq and RIBO-seq and between transcriptome (RNA-seq) and translome (RIBO-seq) dataset pairs. Center line: median. Box: 25-75th percentiles (IQR). Whiskers: min/max values. Source data are provided as a Source Data file.

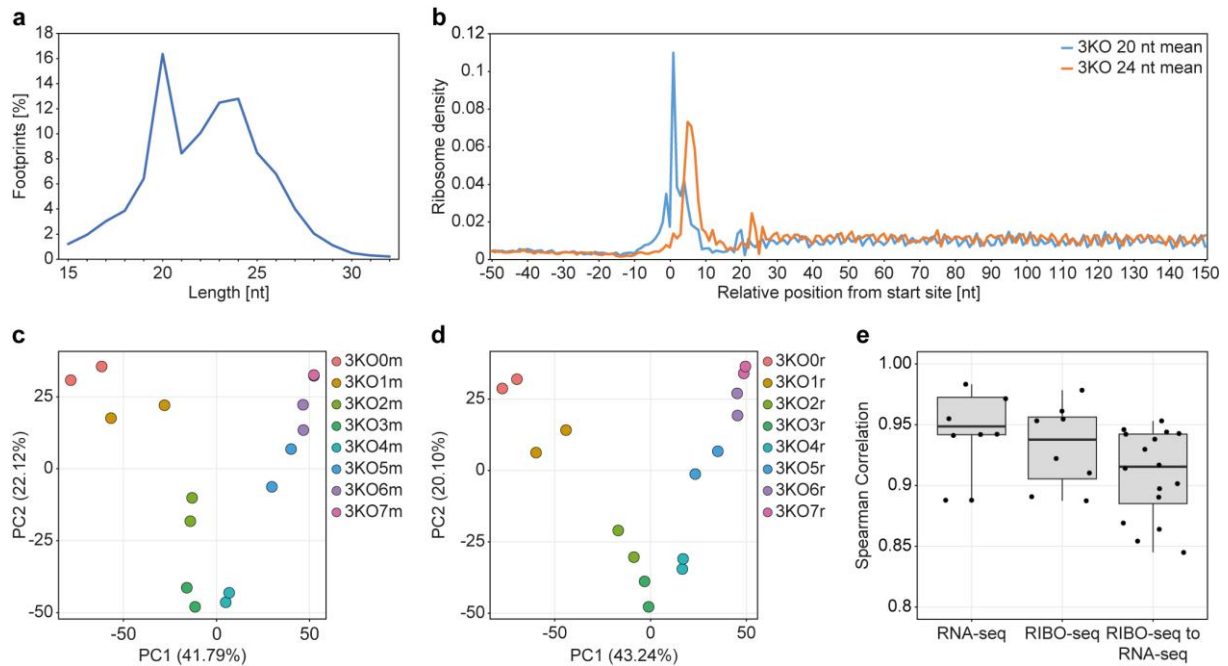

**Supplementary Fig. 2.** Quality Control of 3KO Data. **(a)** Length distribution of ribosomal footprints (RPFs) from all timepoints with duplicates. **(b)** Metagen plots of 3' assigned RPFs on ORF for 20 (blue) and 24 nt long (orange) footprints. **(c)** and **(d)** Principal component analysis plots of duplicate samples of the transcriptome (RNA-seq) and translome (RIBO-seq) data for sporulating *Bacillus subtilis* at different timepoints: 0 to 7 hours post sporulation induction. **(e)** Distribution of Spearman's rho correlation values between duplicates for RNA-seq and RIBO-seq and between transcriptome (RNA-seq) and translome (RIBO-seq) dataset pairs. Center line: median. Box: 25-75th percentiles (IQR). Whiskers: min/max values. Source data are provided as a Source Data file.

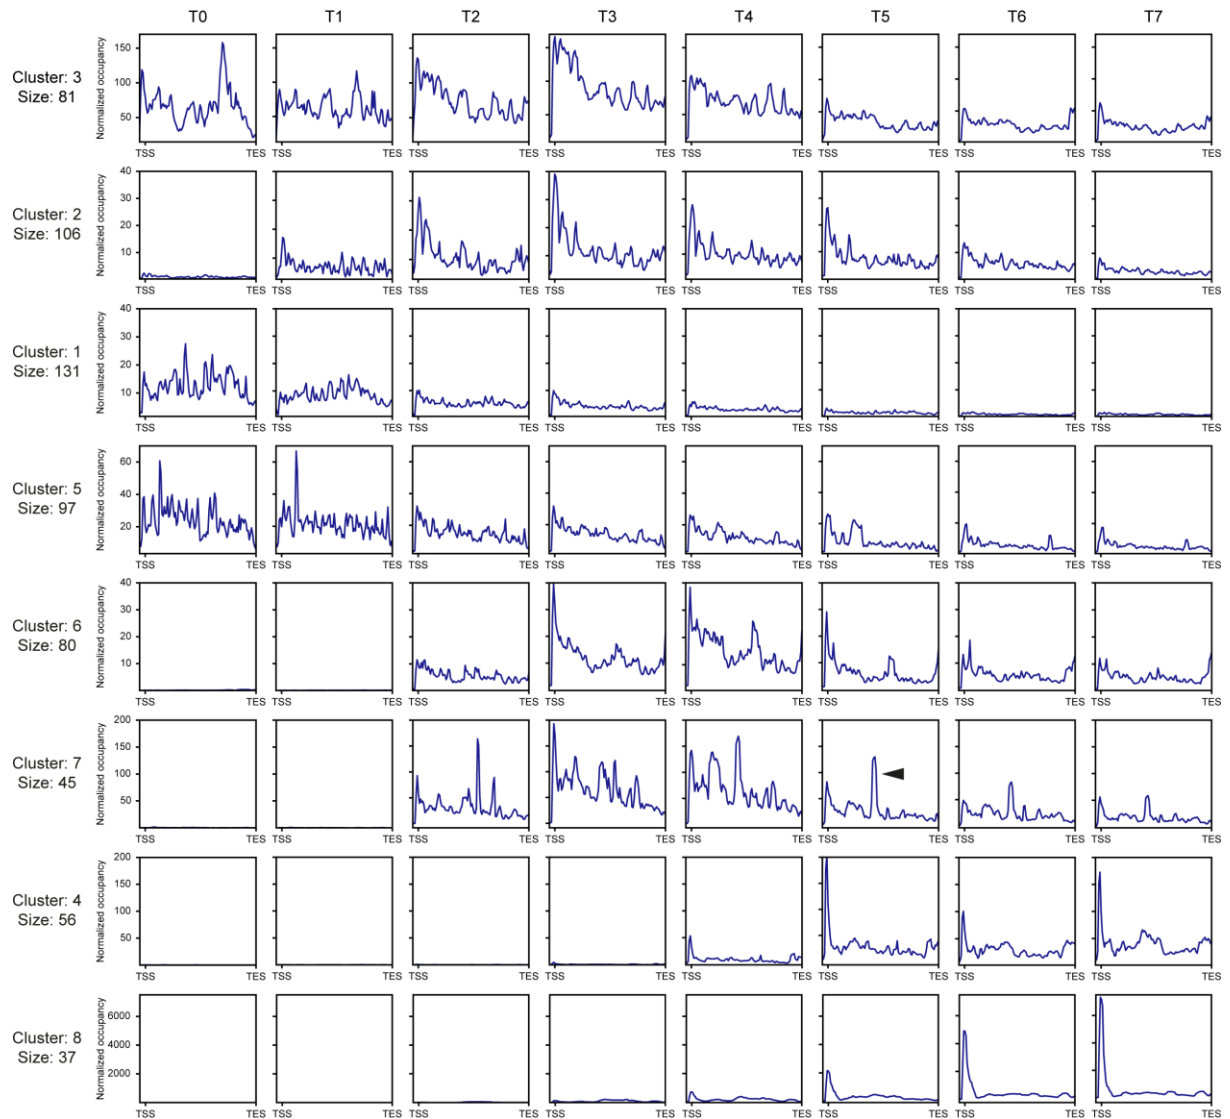

**Supplementary Fig. 3.** Mean ribosome density on CDSs with 5' UTR (-50 nt) during sporulation in *B. subtilis* from clusters presented in Figure 1. The X-axis shows the position in transcripts (TSS – transcript start site, TES – transcript end site). The Y-axis shows BPM (bins per million). Please note that there are different scales between clusters.

Arrowhead points to a peak resulting from ribosomes pausing on a single gene in cluster 7 – *cotE*. The ribosomes pause at rare codons, at the region involved in CotE localisation and oligomerisation [1]. Source data are provided as a Source Data file.

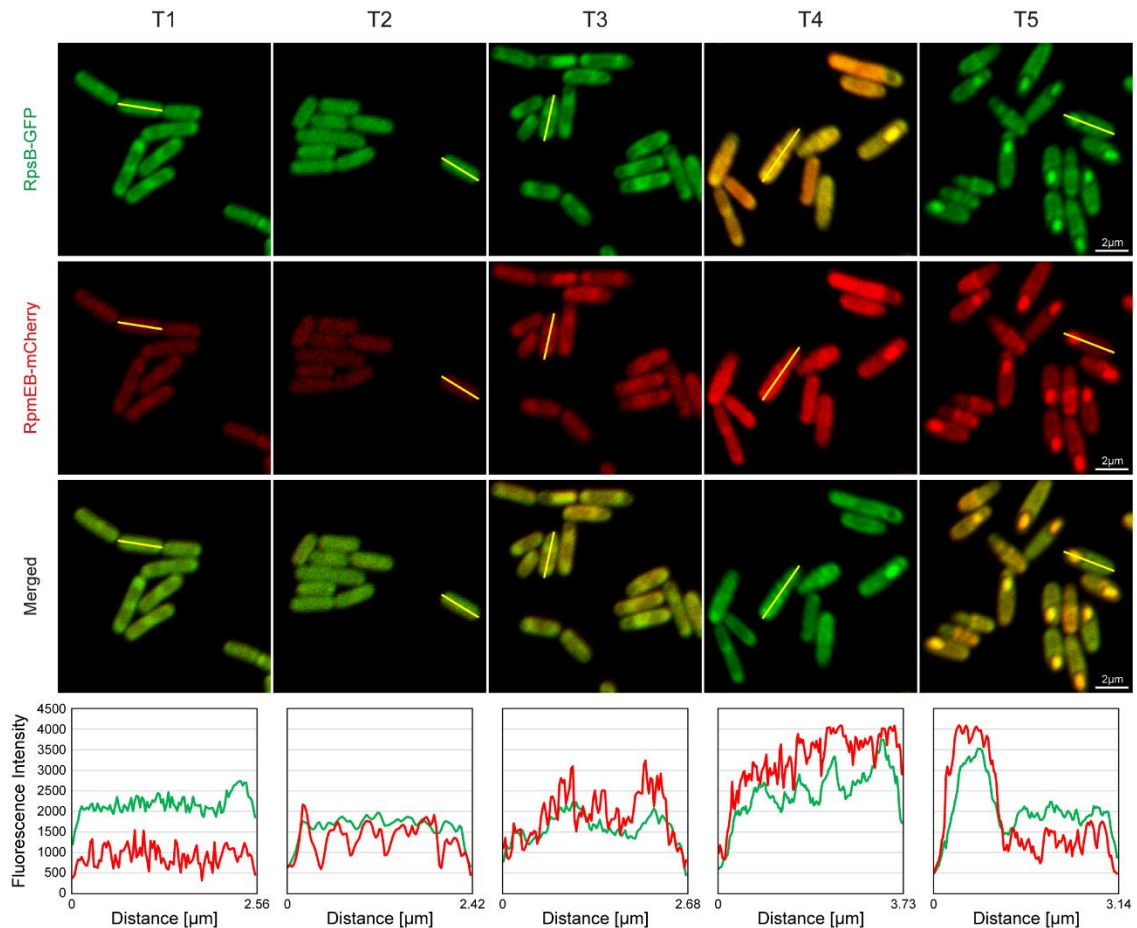

**Supplementary Fig. 6.** The ribosomal localisation of RpmEB at 1, 2, 3, 4, and 5 hours post-sporulation induction. The ribosomal proteins were tagged with fluorescent protein tags – RpsB-GFP (green) and RpmEB-mCherry (red) in the WT background.

The plots show the fluorescence intensity profiles measured along the yellow bars from the RpsB-GFP (green) and RpmEB-mCherry (red) images starting from a higher to a lower point. Peaks of mCherry fluorescence maxima correlate with the GFP fluorescence maxima at T3-T5 and correspond to the ribosomal localisation in the cell during sporulation. At T1 levels of mCherry fluorescence are lower than GFP, corresponding to lower expression of RpmEB during sporulation initiation, which then increases as sporulation progresses. Images of representative cells obtained from two biological replicates. The scale bar is 2 μm. Source data are provided as a Source Data file.

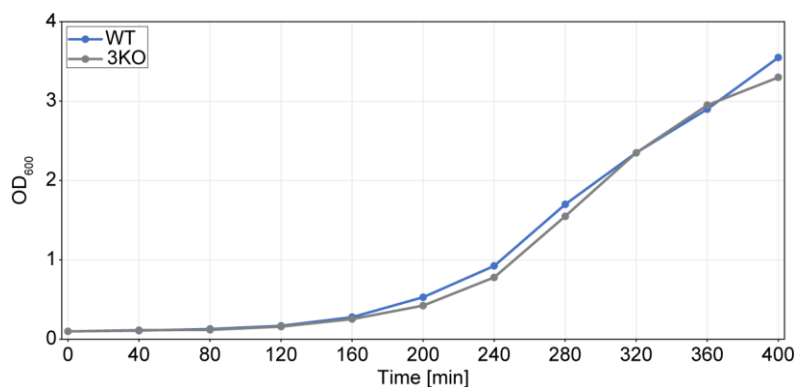

**Supplementary Fig. 7.** Growth Curves in CH Medium at 37°C for WT (blue) and 3KO (grey) Strains. Source data are provided as a Source Data file.

**Supplementary Table 1.** (a) Sporulation efficiency was calculated as the ratio between cells with asymmetric septum and cells without, for both WT and 3KO strains (n > 600), at 2, 3, and 4 hours post-sporulation induction; \*indicates statistically significant differences (p-value<0.05) in sporulation efficiency between WT and 3KO, two-sided Fisher's test. **T2:** p-value = 0.04664, (95% confidence intervals: 0.9995484 1.6102781, odds ratio: 1.267723); **T3:** p-value = 1.727e-05, (95% confidence intervals: 1.379866 2.466235, odds ratio: 1.842484); **T4:** p-value = 0.3615, (95% confidence intervals: 0.6569939 1.1679672, odds ratio: 0.8772453). (b) The sporulation/germination efficiency was measured as the ratio of CFUs resulting from fully sporulated cultures before and after heat treatment (40 min at 90°C).

| <b>a. Sporulation efficiency at 2, 3, and 4 hours post-sporulation induction</b> |                        |                               |               |
|----------------------------------------------------------------------------------|------------------------|-------------------------------|---------------|
| <b>Strain</b>                                                                    | <b>T2*</b>             | <b>T3*</b>                    | <b>T4</b>     |
| <b>WT</b>                                                                        | 370/870 = 42%          | 392/505 = 77%                 | 569/730 = 78% |
| <b>3KO</b>                                                                       | 171/464 = 37%          | 318/487 = 65%                 | 415/518 = 80% |
| <b>b. Sporulation/germination efficiency before and after heat treatment</b>     |                        |                               |               |
| <b>Strain</b>                                                                    | <b>10<sup>-5</sup></b> | <b>10<sup>-5</sup> heated</b> | <b>%</b>      |
| <b>WT</b>                                                                        | 160                    | 101                           | 63.1%         |
|                                                                                  | 125                    | 77.3                          | 61.9%         |
|                                                                                  | 142.3                  | 83.3                          | 58.5%         |
|                                                                                  | 181.3                  | 119                           | 65.5%         |
|                                                                                  | 160                    | 94                            | 58.7%         |
| <b>3KO</b>                                                                       | 212                    | 37                            | 17.4%         |
|                                                                                  | 237                    | 53.3                          | 22.5%         |
|                                                                                  | 161.7                  | 71.7                          | 44.3%         |
|                                                                                  | 244                    | 106.3                         | 23%           |
|                                                                                  | 267.6                  | 61.6                          | 43.6%         |

**Supplementary Table 2.** Lists of (a) strains, (b) primers, (c) plasmids used in this study, and (d) adaptors and primers used to prepare cDNA libraries (from Multiplex Small RNA Library Prep Set for Illumina NEB #E7300 [2]).

| a. Strains                |                                                                                                                                                   |                                                    |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------|
| Strain                    | Genetic description                                                                                                                               | Reference                                          |
| WT                        | <i>Bacillus subtilis</i> 168                                                                                                                      | Burkholder and Giles, 1947 [3]; Spizizen, 1958 [4] |
| Single KO                 | <i>B. subtilis</i> 168 $\Delta rpmEB$ Kan <sup>R</sup>                                                                                            | This study                                         |
| 2KO                       | <i>B. subtilis</i> 168 $\Delta rpmEB \Delta rpsNB$ Kan <sup>R</sup> Cm <sup>R</sup>                                                               | This study                                         |
| 3KO                       | <i>B. subtilis</i> 168 $\Delta rpmEB \Delta rpsNB \Delta rpmGC$ Kan <sup>R</sup> Cm <sup>R</sup> Ery <sup>R</sup>                                 | This study                                         |
| WT-RpsB-GFP               | <i>Bacillus subtilis</i> 168 <i>rpsB:gfp</i> Sp <sup>R</sup>                                                                                      | This study                                         |
| 3KO-RpsB-GFP              | <i>B. subtilis</i> 168 $\Delta rpmEB \Delta rpsNB \Delta rpmGC$ <i>rpsB:gfp</i> Kan <sup>R</sup> Cm <sup>R</sup> Ery <sup>R</sup> Sp <sup>R</sup> | This study                                         |
| WT-RpsB-GFP-RpmEB-mCherry | <i>Bacillus subtilis</i> 168 <i>rpsB:gfp</i> Sp <sup>R</sup> <i>rpmEB:mCherry</i> Cm <sup>R</sup>                                                 | This study                                         |
| b. Primers                |                                                                                                                                                   |                                                    |
| Primer                    | Sequence                                                                                                                                          |                                                    |
| UPFOR_rpmEB_1             | AGGAAGCACCAAAATTAATAATAGCAGG                                                                                                                      |                                                    |
| UPREV_rpmEB_1             | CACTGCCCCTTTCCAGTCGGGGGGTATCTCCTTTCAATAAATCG                                                                                                      |                                                    |
| MIDFOR_rpmEB_2            | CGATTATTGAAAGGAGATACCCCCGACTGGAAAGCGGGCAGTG                                                                                                       |                                                    |
| MIDREV_rpmEB_2            | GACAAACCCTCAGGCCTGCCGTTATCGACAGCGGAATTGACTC                                                                                                       |                                                    |
| DOWNFOR_rpmEB_3           | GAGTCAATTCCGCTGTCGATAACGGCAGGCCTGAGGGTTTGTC                                                                                                       |                                                    |
| DOWNREV_rpmEB_3           | GCAGCATCGGCGTCTCCGACTTGGAC                                                                                                                        |                                                    |
| UPFOR_rpsNBcm_1           | ATTATCATTTTTGCAGTGGTTGGAAAGCTG                                                                                                                    |                                                    |
| UPREV_rpsNBcm_1           | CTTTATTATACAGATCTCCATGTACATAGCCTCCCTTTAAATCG                                                                                                      |                                                    |
| MIDFOR_rpsNBcm_2          | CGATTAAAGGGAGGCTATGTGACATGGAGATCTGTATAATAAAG                                                                                                      |                                                    |
| MIDREV_rpsNBcm_2          | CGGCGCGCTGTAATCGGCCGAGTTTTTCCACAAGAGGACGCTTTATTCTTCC                                                                                              |                                                    |
| DOWNFOR_rpsNBcm_3         | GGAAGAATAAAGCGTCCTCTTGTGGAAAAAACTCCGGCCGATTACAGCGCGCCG                                                                                            |                                                    |
| DOWNREV_rpsNBcm_3         | TCATTCTGGAAGGATATGCGAGAGCAATTG                                                                                                                    |                                                    |
| UPFOR_rpmGce_1            | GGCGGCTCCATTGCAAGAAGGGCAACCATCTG                                                                                                                  |                                                    |
| UPREV_rpmGce_1            | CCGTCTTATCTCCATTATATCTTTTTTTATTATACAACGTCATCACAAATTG                                                                                              |                                                    |
| MIDFOR_rpmGce_2           | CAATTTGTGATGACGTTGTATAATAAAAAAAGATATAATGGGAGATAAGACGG                                                                                             |                                                    |
| MIDREV_rpmGce_2           | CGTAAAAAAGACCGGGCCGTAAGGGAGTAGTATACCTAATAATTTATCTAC                                                                                               |                                                    |
| DOWNFOR_rpmGce_3          | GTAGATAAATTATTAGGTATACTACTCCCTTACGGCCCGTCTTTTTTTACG                                                                                               |                                                    |
| DOWNREV_rpmGce_3          | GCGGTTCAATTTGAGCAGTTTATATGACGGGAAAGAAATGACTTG                                                                                                     |                                                    |
| UPFOR_rpsB_1              | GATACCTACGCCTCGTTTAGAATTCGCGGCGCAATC                                                                                                              |                                                    |
| UPREV_rpsB_1              | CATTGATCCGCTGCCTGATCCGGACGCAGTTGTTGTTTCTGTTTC                                                                                                     |                                                    |
| MIDFOR_rpsB-GFP_2         | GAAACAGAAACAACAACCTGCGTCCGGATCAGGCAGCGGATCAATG                                                                                                    |                                                    |

|                                                               |                                                                        |
|---------------------------------------------------------------|------------------------------------------------------------------------|
| <b>MIDREV_rpsB-GFP_2</b>                                      | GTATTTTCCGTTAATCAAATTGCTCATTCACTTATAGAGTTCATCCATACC                    |
| <b>MIDFOR_rpsBsp_3</b>                                        | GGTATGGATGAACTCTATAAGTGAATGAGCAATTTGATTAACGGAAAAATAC                   |
| <b>MIDREV_rpsBsp_3</b>                                        | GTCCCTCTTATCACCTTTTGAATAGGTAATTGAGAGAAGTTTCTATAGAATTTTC                |
| <b>DOWNFOR_rpsB_4</b>                                         | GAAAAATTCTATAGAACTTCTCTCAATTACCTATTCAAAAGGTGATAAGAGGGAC                |
| <b>DOWNREV_rpsB_4</b>                                         | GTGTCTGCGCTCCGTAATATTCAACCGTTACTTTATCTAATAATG                          |
| <b>FOR rpmEB UP</b>                                           | GCAGGAATGATAAAGCCGGAGATGCCGG                                           |
| <b>REV rpmEB UP</b>                                           | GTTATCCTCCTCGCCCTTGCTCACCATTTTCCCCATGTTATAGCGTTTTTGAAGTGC              |
| <b>FOR rpmEB mCherry MID1</b>                                 | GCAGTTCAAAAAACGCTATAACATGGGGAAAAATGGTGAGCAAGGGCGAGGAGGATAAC            |
| <b>REV mCherry cat MID1</b>                                   | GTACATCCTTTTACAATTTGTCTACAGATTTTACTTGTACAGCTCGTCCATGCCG                |
| <b>FOR mCherry cat MID2</b>                                   | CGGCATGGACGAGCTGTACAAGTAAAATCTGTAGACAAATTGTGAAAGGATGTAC                |
| <b>REV rpmEB cat MID2</b>                                     | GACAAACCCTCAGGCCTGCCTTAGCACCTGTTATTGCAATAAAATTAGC                      |
| <b>FOR rpmEB DOWN</b>                                         | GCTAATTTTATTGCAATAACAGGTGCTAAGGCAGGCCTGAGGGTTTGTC                      |
| <b>REV rpmEB DOWN</b>                                         | GCAGCATCGGCGTCTCCGACTTGGAC                                             |
| <b>c. Plasmids</b>                                            |                                                                        |
| <b>Name</b>                                                   | <b>Description</b>                                                     |
| <b>pAPNC-kan</b>                                              | Used as a template for kanamycin resistance cassette                   |
| <b>pAPNC-erm</b>                                              | Used as a template for erythromycin resistance cassette                |
| <b>pAPNC-cm</b>                                               | Used as a template for chloramphenicol resistance cassette             |
| <b>pSHP2 [5]</b>                                              | Used as a template for GFP and spectinomycin resistance cassette       |
| <b>pMCL200</b>                                                | Used as a template for mCherry and chloramphenicol resistance cassette |
| <b>d. Adaptors and primers used to prepare cDNA libraries</b> |                                                                        |
| <b>Primer</b>                                                 | <b>Sequence</b>                                                        |
| <b>NEBNext SR Primer for Illumina</b>                         | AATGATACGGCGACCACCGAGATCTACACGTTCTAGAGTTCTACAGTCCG*A                   |
| <b>NEBNext SR RT Primer for Illumina</b>                      | AGACGTGTGCTCTTCCGATCT                                                  |
| <b>NEBNext Index 1 Primer for Illumina</b>                    | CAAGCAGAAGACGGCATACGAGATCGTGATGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T      |
| <b>NEBNext Index 2 Primer for Illumina</b>                    | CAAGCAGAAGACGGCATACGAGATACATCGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T      |
| <b>NEBNext Index 3 Primer for Illumina</b>                    | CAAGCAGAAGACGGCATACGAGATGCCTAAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T      |
| <b>NEBNext Index 4 Primer for Illumina</b>                    | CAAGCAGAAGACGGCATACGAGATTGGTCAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T      |
| <b>NEBNext Index 5 Primer for Illumina</b>                    | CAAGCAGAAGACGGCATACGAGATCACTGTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T      |
| <b>NEBNext Index 6 Primer for Illumina</b>                    | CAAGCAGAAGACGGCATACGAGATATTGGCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T      |
| <b>NEBNext Index 7 Primer for Illumina</b>                    | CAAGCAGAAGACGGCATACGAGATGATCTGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T      |
| <b>NEBNext Index 8 Primer for Illumina</b>                    | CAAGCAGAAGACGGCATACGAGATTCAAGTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T      |
| <b>NEBNext Index 9 Primer for Illumina</b>                    | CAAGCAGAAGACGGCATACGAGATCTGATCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T      |
| <b>NEBNext Index 10 Primer for Illumina</b>                   | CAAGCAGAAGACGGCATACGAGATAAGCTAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T      |

|                                                 |                                                                       |
|-------------------------------------------------|-----------------------------------------------------------------------|
| <b>NEBNext Index 11<br/>Primer for Illumina</b> | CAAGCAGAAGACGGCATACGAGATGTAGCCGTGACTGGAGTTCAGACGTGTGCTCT<br>TCCGATC*T |
| <b>NEBNext Index 12<br/>Primer for Illumina</b> | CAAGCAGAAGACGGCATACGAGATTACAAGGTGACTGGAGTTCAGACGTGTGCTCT<br>TCCGATC*T |
| <b>NEBNext 3' SR<br/>Adaptor for Illumina</b>   | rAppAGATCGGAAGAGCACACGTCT-NH <sub>2</sub>                             |
| <b>NEBNext 5' SR<br/>Adaptor for Illumina</b>   | rGrUrUrCrArGrArGrUrUrCrUrArCrArGrUrCrCrGrArCrGrArUrC                  |

Where \* indicates phosphorothioate bond

### Supplementary References:

1. Little, Shawn, and Adam Driks. "Functional analysis of the *Bacillus subtilis* morphogenetic spore coat protein CotE." *Molecular microbiology* 42.4 (2001): 1107-1120.
2. NEBNext® Multiplex Small RNA Library Prep Set for Illumina® Set 1, Set 2, Index Primers 1–48 and Multiplex Compatible. Version 8.0\_10/20. NEB. Accessed on: 23 March 2022. [Online]. Available:  
[https://www.neb.com/media/nebus/files/manuals/manuale7300\\_e7330\\_e7560\\_e7580.pdf](https://www.neb.com/media/nebus/files/manuals/manuale7300_e7330_e7560_e7580.pdf)
3. Burkholder, P. R., and N. H. Giles. 1947. Induced biochemical mutations in *Bacillus subtilis*. *Am. J. Bot.* 34, 345-348.
4. Spizizen, J. 1958. Transformation of biochemically deficient strains of *Bacillus subtilis* by deoxyribonucleate. *Proc. Natl. Acad. Sci. USA* 44, 1072-1078.
5. Murina, V., Kasari, M., Takada, H., Hinu, M., Saha, C. K., Grimshaw, J. W., ... & Atkinson, G. C. (2019). ABCF ATPases involved in protein synthesis, ribosome assembly and antibiotic resistance: structural and functional diversification across the tree of life. *Journal of molecular biology*, 431(18), 3568-3590.

# Supplementary material for: Translation in Bacillus subtilis is spatially and temporally coordinated during sporulation
**Source:** Nat Commun. 2024 Aug 21;15:7188. doi: 10.1038/s41467-024-51654-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files:

Supplementary Data 1: List of genes from sigma factor regulons and sporulation genes from SubtiWiki. List of genes classified into clusters (Fig. 1a and b).

Supplementary Data 2: Statistics for mean AHA-Alexa 488 fluorescence intensities in WT and 3KO between timepoints with p-values (Fig. 3f and 5e).

Supplementary Data 3: Mass spectrometry results for the sucrose density gradient purified monosome fractions of 3KO ribosomes compared to WT.

Supplementary Data 4: Differential Expression results from RIBO-seq data between 3KO and WT for all time points.

Supplementary Data 5: Summary of quality, trimming, mapping, and counting data from RNA-seq and RIBO-seq. Length distribution of ribosomal footprints from RIBO-seq.

# Supplementary material for: Translation in Bacillus subtilis is spatially and temporally coordinated during sporulation
**Source:** Nat Commun. 2024 Aug 21;15:7188. doi: 10.1038/s41467-024-51654-6
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Sequencing was performed as a service on an Illumina NextSeq500 by Genomed S.A. (Warsaw, Poland) and Genome Facility at CeNT (Warsaw, Poland); single-end 50bp reads were sequenced. Confocal microscopy was carried out with an inverted confocal system Nikon C1. Mass spectrometry was performed using UltiMate 3000 nano-LC system coupled to a Q Exactive HF-X mass spectrometer via an easy-spray source (all Thermo Fisher Scientific) as service.
Data analysis	Analyses of sequencing data were performed using: FastQC v.0.12.1, TrimGalore v.0.6.10, Bowtie v.1.3.1, STAR v.2.7.11b, sambamba v.1.0.1, featureCounts v.2.0.6, STATR, DeepTools v.3.5.5, DEBrowser v.1.30.2, R v.4.3.1 and DESeq2 library v.1.42.1. Analyses of microscopic data were performed using: Fiji: ImageJ v.1.54f and R v.4.3.1. Analyses of mass spectrometry data were performed using: MaxQuant v.1.6.17.0 and Perseus v. 1.6.10.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The mass spectrometry proteomics data generated in this study have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository under accession code PXD047497 [<http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX047497>].

The RNA-seq and RIBO-seq data generated in this study have been deposited in the NCBI's Gene Expression Omnibus database under accession code GSE249450 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE249450>].

Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For sequencing experiments, the number of samples was determined based on the length of the sporulation process, which is 7h in 37 Celsius degrees. Samples were taken in one hour intervals from T0 (logarithmic growth, just before sporulation initiation) up to T7 (seven hours post sporulation induction, mother cell lysis and spore release).<br>For TE and gene expression calculations, genes in appropriate sigma regulons were taken into consideration, unless stated otherwise, in which case all genes were used for analysis.<br>For microscopic observations, the exact numbers of cells for each experiment are given in the Materials and methods section.
Data exclusions	No data were excluded from the analyses.
Replication	All experiments were performed in duplicates, including sequencing, mass spectrometry and microscopy.<br>For mass spectrometry and sequencing experiments, the duplicates are described in the manuscript and all calculations are based on the entire dataset (both replicates). For microscopic observations, the experiments were performed in biological duplicates, however, data from one replicate is shown in the manuscript, as the biological repeat was successful and confirmed the observations from the first experiment.
Randomization	Randomization is not applicable in this study because there is no statistic test that requires randomization of samples.
Blinding	Samples were processed and analysed in exact same manner, thus, no blinding was required.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Plants

Seed stocks	Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.
Novel plant genotypes	Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.
Authentication	Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

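RNA-seq was measured in 32 libraries of sporulating *B. subtilis*, from WT and from the 3KO mutant (ΔrpmEB ΔrpsNB ΔrpmGC), at T0 to T7 with 2 cultures per strain and timepoint. The RIBO-seq libraries of the study are not used here.

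The authors sequenced single-end reads of 50 nt, checked them with FastQC 0.12.1, trimmed them with TrimGalore 0.6.10, removed rRNA and tRNA reads with Bowtie 1.3.1, aligned the rest to NC_000964.3 with STAR 2.7.11b (mismatches up to 4% of the read length, no splicing), sorted them with sambamba 1.0.1 and counted uniquely mapped reads with featureCounts 2.0.6 (BSGatlas genes and UTRs, minimum overlap of 4 nt). The deposited counts per CDS and per UTR are raw counts. The strand setting of the counting is not stated in the methods, and was not inferred here. The deposited TPM values were made by the authors from these counts and the feature length, and recomputing them gave differences of at most 4.95e-10. The authors compared 3KO with WT at each timepoint with DEBrowser 1.30.2 and DESeq2 1.42.1 in R 4.3.1 on batch-corrected counts. Their deposited log2 fold changes, p-values and adjusted p-values are used here only as the authors' values. The deposited linear fold changes, the −log10 values of the adjusted p and the Wald statistic (a score of DESeq2, made by the authors) are not used. The values per library in these tables are a score here, since the authors batch-corrected the counts in a way the methods do not describe, and 83.9% of them differ from the raw counts.

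The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. The 16 strain and timepoint groups of 2 libraries were fitted together, with TMM scaling, edgeR's filter by group (minimum count of 10), and 16 residual degrees of freedom. This kept 4051 of 4332 CDSs and at least 99.9% of the CDS reads of each library. The quasi-likelihood test gave log2 fold changes and p-values, adjusted by the method of Benjamini and Hochberg within each comparison. The comparisons were the 7 WT steps from 1 hour to the next, WT T7 against T2, 3KO against WT at each of 8 timepoints, the 3KO steps, and the difference of the steps between strains. A CDS was called at an adjusted p of at most 0.05 and an absolute log2 fold change over 0.6. The standard error is the absolute log2 fold change divided by the square root of the F statistic. The common dispersion was 0.128. Gene names are those of the files, and 64 were added from RefSeq by locus tag.

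The 4 regulons (σ E, σ F, σ G and σ K) come from Supplementary Data 1. The 22 fixed lists are ribosomal proteins, translation factors, small acid-soluble spore proteins, spore coat and crust, germination, sporulation initiation and sigma factors, cannibalism toxins, purine synthesis, pyrimidine synthesis, histidine and proline utilisation, arginine synthesis, dipeptide uptake, glycogen synthesis, branched-chain keto-acid utilisation, the Zur regulon other than the deleted paralogs, motility and chemotaxis, competence, biofilm matrix, PBSX prophage, SigB general stress, ATP synthase and TCA cycle. Sets were tested with limma's camera at a preset correlation between genes of 0.01, with the correlation estimated from the data beside it, and with fry. Adjustment over the list alone uses only the members of that list. Named genes are those the paper names for a comparison, the 6 highest and 6 lowest log2 fold changes among called CDSs that move alike in all pairs of replicates and average at least 50 CPM in the higher group, the 4 most abundant members of a described list, the deleted genes with the CDSs within 5 kb, and *yhcV*. The share of reads in 5′UTRs was compared between strains over T5 to T7 with an exact two-sided permutation test of the strain labels within timepoints. Spearman's rho and principal components are descriptive.

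CDS reads per library ran from 443091 to 9893510. A count of 0 allows up to 3 reads, and such limits cover counting error only. The test was tested on simulated data, drawn from the means and dispersions of these libraries with 200 changed CDSs. It made 4 to 7 false calls among 3811 unchanged CDSs.

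The alternatives written down at the start were DESeq2, RLE scaling, library size only, no filter, a filter of at least 50 counts in at least 2 libraries, the replicate number as a block, only the libraries of the comparison, thinning of every library to 443091 reads (random seed 1), only genes of 1 regulon, the estimated correlation, and each library left out in turn. Terms for 3 batches recovered from the authors' corrected values, leaving out the 3 libraries that stand apart, blocks within timepoints and the authors' corrected values as input were added after seeing the data. The paper says that the duplicates were grown and collected on different days. It does not say which replicate number belongs to which day, and no block was used unless the text says so.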

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

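The tests of read-through from the cassettes and of an effect away from the deleted loci were chosen after the result was seen, and the test of batches was not.

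In RNA of genes that the paper does not discuss, 2 genes downstream of *rpmEB* and 1 downstream of *rpmGC* were higher in 3KO than in WT. At T0 *ytiB* was higher by 4.61 on the log2 scale, *luxS* by 3.84 and *yqjN* by 2.46. All 3 CDSs within 5 kb that were called higher lie downstream on the same strand, and 0 lie upstream or on the other strand, which is consistent with transcription reading out of the resistance cassettes of these 2 loci. The 11 tested CDSs downstream on the same strand include 4 at *rpsNB*, of which 0 were higher (*queG*, the nearest, by −0.06 at T0), so read-through is not seen there. In the fit of all libraries 0 CDSs more than 10 kb away were higher at 3 or more timepoints. This count leaves out lower CDSs and changes at fewer timepoints, so it does not decide on an effect of the lost paralogs elsewhere. A batch difference is argued against by the smallest difference between strains within a timepoint and batch, 1.28. Read-through of the cassettes of *rpmEB* and *rpmGC* is a candidate explanation, and a response to the loss of these genes in the genes beside them remains open, as untested.

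The change of *frlO* from T0 to T1 differed between the strains by −3.27 in a test of the difference. This call was lost in 6 of 8 fits without 1 library.

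Reads of the deleted gene *rpsNB* were present in 3KO, with 339 over the 16 libraries against 16 in WT, although the gene is deleted. Its 5′UTR had 1016 reads over the 3KO libraries, from 3 to 241 in each, against 7 in WT. Which sequence these reads come from was not tested.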

How the results depend on the processing

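The alternatives with recovered batches, with libraries that stand apart left out, with blocks within timepoints and with the authors' batch-corrected values, and the tests of named genes without 1 library, were chosen after the result was seen.

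Of 1152 alternative values of named genes 1042 kept their direction and their side of the threshold, 104 lost the call and 0 reversed. Of these 104, 44 were lost with only the libraries of the comparison and 33 with thinning. Of 416 values of regulon medians in WT 368 stayed and 26 reversed, and of 324 of the other lists 321 stayed. Of 104 counts of WT steps 84 were within 1.5 times, of 128 between strains 103, and of 91 of the differences of steps 80. All these totals leave out the fits without 1 library. In those fits 13 of 128 regulon medians in WT reversed, and 0 of 388 values of named genes and 0 of 108 medians of the other lists. Low depth in the late timepoints and 2 cultures per group limit what can be called, and in fits without 1 library the lone library of a group is assumed to vary like the other groups. The cause of each change below was not tested, except that thinning leaves fewer reads and a fit of 4 libraries fewer residual degrees of freedom.

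With DESeq2, the CDSs called were 585 at T3 (from 358), 648 at T5 (from 405), 12 at T6 (from 0), 28 in 3KO against WT at T1 (from 8), 11 in 3KO against WT at T3 (from 6), 55 in 3KO against WT at T5 (from 2), 17 in 3KO against WT at T6 (from 3), 12 in 3KO against WT at T7 (from 4), 46 for the T6 step between strains (from 0), and the median log2 fold changes were 0.026 σ E at T5 (from −0.27), 0.30 σ E from T2 to T7 (from −0.086), 0.038 σ F at T3 (from −0.043), −0.38 σ K at T7 (from −0.35).

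With RLE scaling, the median log2 fold changes were 0.028 σ E at T5 (from −0.27), 0.30 σ E from T2 to T7 (from −0.086), 0.039 σ F at T3 (from −0.043), −0.38 σ K at T7 (from −0.35).

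With library size only, the CDSs called were 1091 at T5 (from 405), and the median log2 fold changes were 0.18 σ F at T3 (from −0.043), 0.0075 σ F at T6 (from −0.1), −0.054 σ E in 3KO against WT at T7 (from 0.30).

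Without a filter, the CDSs called were 0 for the T1 step between strains (from 1).

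With at least 50 counts in at least 2 libraries, the median log2 fold changes were 0.21 σ E from T2 to T7 (from −0.086), 0.038 σ F at T1 (from −0.11), 0.036 σ F at T3 (from −0.043), 0.062 σ G at T1 (from −0.063).

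With only the libraries of the comparison, the CDSs called were 0 at T3 (from 358), 0 at T4 (from 144), 38 at T5 (from 405), 0 in 3KO against WT at T0 (from 5), 3 in 3KO against WT at T1 (from 8), 0 in 3KO against WT at T3 (from 6), 0 in 3KO against WT at T4 (from 4), 0 in 3KO against WT at T5 (from 2), 0 in 3KO against WT at T6 (from 3), 607 in 3KO against WT at T7 (from 4), 0 for the T1 step between strains (from 1), and the median log2 fold changes were 0.28 σ E at T3 (from 0.21), 0.083 σ E at T5 (from −0.27), 0.25 σ E from T2 to T7 (from −0.086), 0.036 σ F at T3 (from −0.043), −0.45 σ K at T7 (from −0.35), −0.16 σ F in 3KO against WT at T7 (from −0.083).

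With every library thinned to the smallest total, the CDSs called were 319 at T1 (from 1137), 303 at T2 (from 810), 86 at T3 (from 358), 68 at T4 (from 144), 54 at T5 (from 405), 479 from T2 to T7 (from 1566), 26 in 3KO against WT at T0 (from 5), 1 in 3KO against WT at T2 (from 4), 2 in 3KO against WT at T3 (from 6), 2 in 3KO against WT at T4 (from 4), 2 in 3KO against WT at T7 (from 4), 23 for the T1 step between strains (from 1), 7 for the T2 step between strains (from 0), and the median log2 fold changes were 0.28 σ E from T2 to T7 (from −0.086), 0.28 σ F at T1 (from −0.11), 0.0086 σ F at T3 (from −0.043), 0.24 σ G at T1 (from −0.063), 0.61 σ K at T2 (from 0.75), −0.41 σ K at T7 (from −0.35), −0.86 cannibalism toxins in 3KO against WT at T1 (from −1.07), and the interquartile ranges were 2.22 at T1 (from 1.53), 1.96 at T2 (from 1.30), 1.54 at T3 (from 1.06).

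With only genes of 1 regulon, the median log2 fold changes were −0.18 σ E at T4 (from 0.077), −0.22 σ E at T6 (from −0.24), −0.22 σ E at T7 (from −0.21), −0.69 σ E from T2 to T7 (from −0.086), 0.029 σ F at T1 (from −0.11), −0.27 σ F at T4 (from −0.22), −1.13 σ F from T2 to T7 (from −0.78), 0.40 σ K at T2 (from 0.75).

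With the estimated correlation, the camera adjusted p-values were 0.37 σ E at T4, 0.37 σ E at T6, 0.42 σ E at T7, 0.37 σ G at T2, 0.37 σ G at T4, 0.75 σ G at T7, 0.051 σ G from T2 to T7, 0.76 σ K at T2, 0.51 σ K at T3, 0.76 σ K at T6, 0.18 sporulation initiation and sigma factors at T1, 0.18 dipeptide uptake at T1, 0.63 arginine synthesis at T1, 0.99 cannibalism toxins at T1, 0.57 glycogen synthesis at T1, 0.93 motility and chemotaxis at T2, 0.27 small acid-soluble spore proteins at T3, 0.27 germination at T3, 0.32 spore coat and crust at T4, 0.32 spore coat and crust at T5, 0.99 pyrimidine synthesis at T5, 0.18 sporulation initiation and sigma factors in 3KO against WT at T1, 0.18 dipeptide uptake in 3KO against WT at T1, 0.99 arginine synthesis in 3KO against WT at T1, 0.99 cannibalism toxins in 3KO against WT at T1, 0.18 glycogen synthesis in 3KO against WT at T1, 0.93 histidine and proline utilisation in 3KO against WT at T5, 0.99 branched-chain keto-acid utilisation in 3KO against WT at T5, 0.44 σ E in 3KO against WT at T7, 0.44 σ G in 3KO against WT at T7, 0.64 σ K in 3KO against WT at T7, 0.99 spore coat and crust in 3KO against WT at T7, 0.99 small acid-soluble spore proteins in 3KO against WT at T7, 0.99 germination in 3KO against WT at T7, 0.99 ribosomal proteins in 3KO against WT at T7, 0.99 purine synthesis in 3KO against WT at T7.

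Under 3 recovered batches as a term, the CDSs called were 555 at T3 (from 358), 182 at T5 (from 405), 0 for the T1 step between strains (from 1), and the median log2 fold changes were −0.14 σ E at T7 (from −0.21), −0.69 σ G at T5 (from −0.49), −0.66 σ K at T1 (from −0.27).

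Under 3 libraries that stand apart left out, the CDSs called were 87 at T5 (from 405), 16 in 3KO against WT at T1 (from 8), 0 for the T1 step between strains (from 1), and the median log2 fold changes were −0.37 σ E at T6 (from −0.24), 0.096 σ E at T7 (from −0.21), 0.025 σ E from T2 to T7 (from −0.086), 0.30 σ F at T7 (from 0.18).

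Under 3 recovered batches as a term and 3 libraries that stand apart left out, the CDSs called were 763 at T3 (from 358), 248 at T4 (from 144), 102 at T5 (from 405), 9 at T7 (from 0), 38 in 3KO against WT at T1 (from 8), 0 for the T1 step between strains (from 1), 2 for the T6 step between strains (from 0), and the median log2 fold changes were 0.12 σ E at T7 (from −0.21), 0.096 σ E from T2 to T7 (from −0.086), 0.31 σ F at T7 (from 0.18), −0.76 σ G at T5 (from −0.49), −0.55 σ K at T1 (from −0.27), 0.22 σ K at T7 (from −0.35).

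For the authors' batch-corrected values, the CDSs called were 25 in 3KO against WT at T1 (from 8).

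Without the 5′UTR with the most reads in each library, the difference in 5′UTR share was −0.78 points (from −1.97).

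The replicate block is used only where stated. The deviations of same-numbered libraries of the strains correlated by over 0.1 in 7 of 8 timepoints, up to 0.68, and by −0.76 at T6. Neighbouring timepoints also passed 0.1, in 4 of 7 pairs within WT and 3 of 7 within 3KO. The numbers may therefore pair the strains, but values such as 0.18 at T5 and 0.14 at T7 do not show it. At T6 the libraries that stand apart are WT replicate 2 and 3KO replicate 1. The negative value may come from these libraries as such or from crossed numbers, which it cannot tell apart. The recovered batches hold same-numbered libraries together at T6. Under the replicate block common to both strains, the CDSs called were 0 for the T1 step between strains (from 1), and the median log2 fold changes were −0.33 σ K at T7 (from −0.35). Under the replicate block within each strain, the CDSs called were 0 for the T1 step between strains (from 1), and the median log2 fold changes were −0.31 σ K at T7 (from −0.35). Under the replicate block within each timepoint, the CDSs called were 5 in 3KO against WT at T1 (from 8). Under the replicate block within each timepoint, 3KO numbers crossed at T6, the CDSs called were 28 in 3KO against WT at T1 (from 8), 117 in 3KO against WT at T5 (from 2), 8 in 3KO against WT at T6 (from 3), 11 in 3KO against WT at T7 (from 4).

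Without each library in turn, the CDSs called ran from 525 to 914 at T1, from 5 to 31 in 3KO against WT at T0, from 0 to 1 for the T1 step between strains, from 433 to 612 at T2, from 4 to 28 in 3KO against WT at T1, from 0 to 1 for the T2 step between strains, from 90 to 506 at T3, from 1029 to 1320 from T2 to T7, from 0 to 210 at T4, from 42 to 910 at T5, from 2 to 286 in 3KO against WT at T5, from 0 to 100 for the T6 step between strains, from 2 to 5 in 3KO against WT at T6, from 2 to 3 in 3KO against WT at T7, and the medians ran from −0.43 to 0.14 σ E at T1, from −0.10 to 0.042 σ F at T1, from −0.31 to 0.094 σ G at T1, from −1.41 to 0.33 σ K at T1, from 0.26 to 2.07 σ K at T2, from −1.61 to −0.19 cannibalism toxins in 3KO against WT at T1, from −0.0017 to 0.30 σ E at T3, from −0.12 to 0.016 σ F at T3, from −0.16 to 0.19 σ E at T4, from −0.11 to 1.99 σ G at T4, from −0.53 to −0.061 σ E at T5, from −0.47 to −0.0065 σ E at T6, from −0.30 to 0.015 σ F at T6, from −0.72 to −0.46 σ K at T6, from −3.37 to −0.60 branched-chain keto-acid utilisation in 3KO against WT at T5, from −0.34 to 0.064 σ E at T7, from 0.058 to 0.27 σ F at T7, from 0.31 to 0.39 σ G at T7, from −0.42 to −0.30 σ K at T7, from 0.23 to 0.37 σ E in 3KO against WT at T7, from 1.05 to 1.40 purine synthesis in 3KO against WT at T7, and the difference in 5′UTR share ran from −2.42 to −1.52 points.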

Differences from the paper's values

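The tests with blocks within timepoints, with libraries left out and with the authors' p-values readjusted were chosen after the result was seen.

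No value the paper states for these measures differs by over 1.5 times from the value here, or lies beyond a bound the paper states. The paper's log2 fold change over 5 for *spoIIGA* at T1 (here 6.03) is missed under 1 alternative, with every library thinned to the smallest total, at 4.69. The shares of variance printed in the plots of Supplementary Figs. 1c and 2c are about 42% and about 20% for WT and about 42% and about 22% for 3KO, read by eye, and are 59.2%, 20.0%, 58.6% and 22.0% here.

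The paper names 4 genes above 5 at T1, and *spoIIAB* was also above 5 here, at 5.85. The paper describes a gradual decrease of the change over all CDSs. Here the interquartile range fell from 1.53 at T1 to 0.81 at T4 and was 1.33 at T5, above that of T3, T4, T6 and T7. Without the 3 libraries that stand apart, a choice made after seeing the data, it was 1.08 at T5 and the range at T6 1.02. From T4 to T5 WT replicate 2 also changed its recovered batch, and no range was computed with batches as a term. The paper's own measure is the slope and R2 of a trendline, which is not computed here.

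The authors' deposited tables call 7, 83, 18, 10, 4, 86, 2 and 291 CDSs between 3KO and WT from T0 to T7, and 5, 8, 4, 6, 4, 2, 3 and 4 were called here at the same thresholds. These counts hang on single libraries: 31 were called at T0 without WT T0 replicate 2, 4 to 28 at T1 and 286 at T5 without WT T5 replicate 1. Adjusted over the CDSs tested here, the authors' p-values give 7, 86, 18, 10, 4, 59, 2 and 218. Of the alternatives fixed beforehand, DESeq2 called 28 at T1, 55 at T5 and 12 at T7, and a fit of the 4 libraries of T7 alone called 607. Blocks within timepoints, chosen after seeing the values, called 5 at T1 and 2 at T5, and with the 3KO numbers also crossed at T6 28 and 117. The log2 fold changes themselves ran close to the authors', with Pearson's r across CDSs from 0.957 to 0.993.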

Other observations

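The tests of batches, of a wrong time label and of the share of mother cell RNA were chosen after the result was seen, as were the readings of the tests of scaling, delay, a wrong time label and the share of mother cell RNA.

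At T7 the 3KO cells held relatively more mRNA of late mother cell genes and less of late forespore genes than WT. The σ K regulon had a median log2 difference of 0.84 (3KO minus WT, 125 CDSs) and the σ G regulon one of −0.82 (141 CDSs). Coat and crust genes had a median of 0.92, small acid-soluble spore protein genes −0.88, germination genes −0.82, ribosomal protein genes 0.62 and purine synthesis genes 1.21. With library size only the σ K median was 0.49 and the σ G median −1.16. The camera adjusted p with the preset correlation was 5.1e-11 for σ K, 8.8e-15 for σ G, 3.0e-06 for the coat, 5.7e-04 for the spore proteins, 2.4e-04 for germination, 7.4e-06 for the ribosomal proteins and 0.0072 for purines. With the estimated correlation no adjusted p was under 0.44, and 0 members passed in edgeR's fit of all libraries. Motility and chemotaxis genes were also higher, with a median of 0.52, and biofilm matrix genes lower, with −0.71 (camera adjusted p = 0.0039 and 0.025 with the preset correlation and 0.99 for each with the estimated one). By the authors' supplement tRNA made up 26.9% and 35.9% of the reads of the WT libraries of T7 and 13.4% and 13.8% of those of 3KO, so the make-up of the libraries differed as well, and its bearing on the pattern was not tested.

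The 4 libraries of T7 vary little, with a common dispersion of 0.0154 against 0.128 over all libraries. Fitted alone, they gave 607 calls (328 higher and 279 lower in 3KO), among them 76 of 125 CDSs of σ K higher and 77 of 141 of σ G lower, with *cotG* at 0.78, *sspA* at −1.12 and *sspB* at −1.24. In counts simulated with the spread of all 32 libraries, a fit of 4 libraries made 26 false calls among 3811 unchanged CDSs at T7. The real libraries of T7 vary less, so this does not tell how many of the 607 calls are false. The authors' deposited table at T7 lists 67 CDSs of σ K higher and 51 of σ G lower.

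Depth is argued against as the source of this pattern by a distance of 1.62 between the 2 medians after thinning. A difference between the recovered batches is argued against, since all 4 libraries of T7 lie in 1 of them. The distance was at least 1.40 in each of the 4 pairs. These batches come from the authors' correction and need not mark the day of culture. A difference in how the cultures of the strains were prepared was not tested. Scaling moves both medians alike and so cannot bear on their distance, which was at least 1.65 under TMM, RLE and library size. The bound written beforehand would have set scaling aside, and was wrong for this reason. A larger share of mother cell RNA in 3KO is argued against as the whole source. It would move all genes of a compartment alike, but genes of σ E alone had a median of 0.23 (upper quartile 0.54) against 0.78 for σ K alone, and genes of σ F alone 0.01 (lower quartile −0.25) against −0.88 for σ G alone, so the early genes of the compartments stood only 0.21 apart. The bounds written for this test left 0.21 undecided, and this reading was set after the values were seen. It takes early and late mRNAs to be equally tied to their compartment. By microscopy the paper describes 3KO mother cells that seem to lyse less efficiently or later than WT cells. A larger share as part of the source therefore stays open. A delay of 3KO stays open. Its test gave a Spearman rho of 0.32 across 514 CDSs with the WT change from T4 to T6, and the bound written beforehand would have set it aside, but was wrong because that interval misses a delay of 1 hour: from T6 to T7 of WT the σ K median fell by 0.35 and the σ G median rose by 0.36, so such a delay gives the same directions, at a distance of 0.72 against the 1.66 seen. The fall of σ K is itself uncertain, since with 3 recovered batches as a term and without the 3 libraries that stand apart the median rose by 0.22. A biological difference between the strains may lie behind the pattern and cannot be told apart from a delay.

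WT T5 replicate 2, WT T6 replicate 2 and 3KO T6 replicate 1 stand apart from the other 29 libraries. Their purine synthesis genes had medians of 3.95, 4.26 and 3.99 log2 CPM against 6.93 to 10.57, and their histidine and proline utilisation genes 11.28, 10.61 and 10.65 against 2.47 to 9.09. For WT T5 replicate 2 a batch difference is argued against by 3KO T5 replicate 2, of the same batch, which was 4.21 higher in purine mRNA. At T6 the libraries of the same batch were at least 3.72 higher. This cannot decide, since the 3KO numbers may be crossed there, and the 2 low libraries would then share a batch. Depth is argued against by a difference of at least 2.99 to the partner replicate after thinning. A wrong time label of the 2 WT libraries within the series is argued against as well. It would need both to be of 1 timepoint, but their shares of reads in 5′UTRs, 5.32% and 9.04%, differ by 3.72 percentage points, more than the replicates of any of the 16 conditions (at most 2.72). Swapped strain labels have nothing to stand on, since 0 of the 3 libraries have *luxS* or *ytiB* levels outside the range of their strain widened by 1. A wrong time label of 3KO T6 replicate 1 stays open: the purine medians of the 3 lie 2.66 below the lowest of the other libraries, but they were singled out by this. A difference in the medium or the state of these cultures is a possible explanation that was not tested.

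In the interval from T2 to T7 of WT, 6 of 9 ATP synthase genes, 5 of 12 translation factor genes, 7 of 16 purine genes, 2 of 15 SigB general stress genes and 2 of 19 competence genes fell, and 1 competence gene, 1 of 4 genes of the Zur regulon and 2 of 22 PBSX prophage genes rose.

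The share of reads in 5′UTRs over T5 to T7 was 8.36% in WT and 6.39% in 3KO, a difference of −1.97 percentage points (exact permutation test within timepoints, two-sided, p = 0.0648, where 0.00926 is the smallest p of the 216 assignments). Over the 12 fits without 1 library it ran from −2.42 (exact permutation p = 0.00926, without 3KO T5 replicate 2) to −1.52 (exact permutation p = 0.194, without 3KO T5 replicate 1), with p from 0.0648 to 0.111 in the others. Without the 5′UTR with the most reads in each library it was −0.78 (exact permutation p = 0.0463), and without the 3 libraries that stand apart −1.99 (exact permutation p = 0.222). Leaving out the 5′UTR of *yhcV*, which spans 997159 to 997175 on the plus strand, gave −1.95.

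From T1 to T5, 1137, 810, 358, 144 and 405 CDSs were called in WT and 802, 1092, 410, 105 and 75 in 3KO. Of these 736, 692, 264, 101 and 65 were called in both in the same direction and 0 in opposite directions, where independent lists would share 114.0, 109.9, 22.3, 3.50 and 3.74. At T6 28 CDSs rose and 1 fell in 3KO and 0 were called in WT, and at T7 0 were called in either strain. Whether the overlap differs between steps was not tested, and the WT count at T5 ran from 42 to 910 in fits without 1 library.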
